# Temporal transcriptomic profiling of channel catfish (*Ictalurus punctatus*) gills after acute copper exposure reveals suppressed immune gene responsiveness to *Flavobacterium covae* infection

**DOI:** 10.3389/fvets.2026.1855010

**Published:** 2026-07-16

**Authors:** Jason W. Abernathy, Yesutor K. Soku, Nithin Muliya Sankappa, Miles D. Lange, Bradley D. Farmer, Benjamin H. Beck, David L. Straus

**Keywords:** channel catfish (*Ictalurus punctatus*), copper sulfate, *Flavobacterium covae*, host-pathogen, immunocompentence, RNA sequencing, stress response, transcriptome

## Abstract

Copper sulfate pentahydrate (CuSO_4_·5H_2_O) is widely used as a chemical prophylactic in aquaculture, yet its immunomodulatory effects in fish remain poorly understood. Here, we investigated how the timing of CuSO_4_ exposure shapes early immune responses and survival outcomes in channel catfish (*Ictalurus punctatus*) challenged with *Flavobacterium covae*. Channel catfish fingerlings were exposed to 2.1 mg/L CuSO_4_ either immediately before *F. covae* infection or following a 24 h recovery period, and gill transcriptomes were profiled at 1, 4, and 24 h post-challenge. Infection alone induced strong, time-structured innate and adaptive immune activation, including robust cytokine, chemokine, and pattern-recognition receptor (PRR) signaling. In contrast, Cu exposure followed by immediate infection produced no differentially expressed genes at 1 h and only a minimal response at 4 h, indicating a profound early suppression of host immune activation and a shift toward cellular stress-mitigation pathways. Fish that were treated with Cu followed by a 24 h recovery and then infected with *F. covae* regained immune responsiveness, displaying coordinated innate and adaptive activation by 4–24 h, consistent with significantly improved survival relative to immediate Cu exposure. Together, these results demonstrate that Cu immunological impact is strongly time-dependent. Acute exposure suppresses early immune readiness and increases susceptibility, whereas a recovery interval restores immune competence and enhances resistance to *F. covae*. These findings provide mechanistic support for incorporating recovery periods into CuSO_4_ treatment protocols to avoid unintended immunosuppression in aquaculture.

## 1 Introduction

Aquaculture is an important constituent of food production worldwide, and the demand for fish has increased as the per capita consumption across the world is continually increasing. The increasing demand for fish production in aquaculture has resulted in an intensification of the culture systems. Intensification often leads to increased disease outbreaks, many times resulting in high mortality and economic losses. One of the most important bacterial species affecting aquatic and fish populations are collectively known as columnaris-causing bacteria (1), including *Flavobacterium columnare, F. oreochromis, F. psychrophilum*, and *F. covae*, the predominant causative agent of columnaris disease in freshwater fish (2, 3). This pathogen, often ubiquitous in freshwater fish farms, selectively attacks gills, skin, and fins when fish are stressed, causing necrosis of tissues and, in severe cases, killing the fish (4, 5). Channel catfish, *Ictalurus punctatus*, is one of the most important species in U.S. aquaculture, and has high vulnerability to Columnaris disease, especially at the fingerling stage when fish are more susceptible to environmental factors and infectious agents (6). Effective new disease management strategies for catfish are always needed to make catfish aquaculture sustainable (7–9).

Copper sulfate pentahydrate (denoted as CuSO_4_·5H_2_O) is an inorganic, multiuse chemical that has been used commonly in aquaculture owing to its broad-spectrum antimicrobial properties. Conventionally, this chemical has been functionally used in aquaculture as an algaecide, parasiticide, and bactericide (10, 11). Early studies demonstrated that it was effective in controlling ectoparasites and protozoan diseases, which are diseases common in an intensive form of fish farming (12). In the 1980s, scientists began to conduct studies on the use of CuSO_4_ as a method to control bacterial pathogens, including *Aeromonas hydrophila* and *F. columnare*, both agents of significant economic losses in commercial aquaculture (8, 13). In recent years, there has been a renewed focus on CuSO_4_, attributed to its potential in alleviating bacterial infections, such as those induced by *F. columnare* (14). The attractiveness of copper sulfate can be attributed to its cost-effectiveness and its efficacy in managing microbial proliferation, alongside its straightforward application process. Nonetheless, the pathways through which CuSO_4_ influences fish health, whether beneficially or adversely, remain intricate and occasionally contradictory (7–9, 15–22).

In channel catfish, Farmer et al. (14) examined the application of CuSO_4_ as a pretreatment aimed at lessening their vulnerability to columnaris disease. The study identified that CuSO_4_ exposure followed by a 24 h recovery period considerably improved survival rates when challenged with *F. columnare* afterward. This result holds particular significance because, for the first time, it showed evidence suggesting that proper recovery from the initial CuSO_4_ exposure may help fish increase their resilience to bacterial infections (fish farmers call this “hardening” the fish). The research indicated that CuSO_4_ has the potential to enhance a nonspecific immune response in fish, subsequently contributing to the attenuation of bacterial colonization and the advancement of disease (14). Previous research conducted by MacFarlane et al. (13) demonstrated that exposure to CuSO_4_ heightened the resistance of striped bass (*Morone saxatilis*) against *Flexibacter columnare*.

Nevertheless, the application of CuSO_4_ for disease control can be regarded as challenging in several ways. While the studies have indeed revealed that CuSO_4_ reduces populations of pathogens, this chemical can sometimes have harmful side effects because of improper use. Early on, Hetrick et al. (23) were able to show that sublethal exposure to copper increased the susceptibility of rainbow trout (*Oncorhynchus mykiss*) to Infectious Hematopoietic Necrosis Virus (IHNV), suggesting that copper has an immunosuppressive action within a narrow optimal concentration. A similar study by Knittel (24) showed that steelhead trout subjected to CuSO_4_ were more susceptible to redmouth infection (*Yersinia ruckeri*), further complicating the dynamics of copper toxicity in fish. These findings emphasize that optimizing dose and timing is crucial when CuSO_4_ is used in aquaculture for bacterial infection treatment (16–19).

The antimicrobial effects of copper (Cu) are extensively documented in the literature. Copper is a very complex metal with two oxidation states. Copper primarily exhibits oxidation states of +1 (cuprous) and +2 (cupric), with +2 being the more common and stable state; however, under certain conditions, it can also exist in a less common +3 oxidation state. Cu^2+^ has been hypothesized to interfere with bacterial cell membranes and block a critical metabolic pathway, such as oxidative phosphorylation and replication of DNA. At the same time, ionic interactions may replace other metal ions from their natural binding sites in proteins, causing structural changes that impair bacterial function (25). Besides the inherent antimicrobial action, Cu has been shown to stimulate the immune response in fish. Deficient concentrations of Cu^2+^ can increase the activity of immune cells like macrophages and neutrophils, which play a critical role in the defense mechanisms of fish against infectious agents (26, 27).

Despite its antimicrobial properties, Cu can be an inducer of stress in fish, particularly at high concentrations and with prolonged exposure. Copper toxicity is influenced by several environmental factors, including water hardness, alkalinity, and temperature (10, 12). In soft water, where the buffering capacity is low, Cu can become more toxic, leading to gill damage, impaired respiration, and increased mortality (28). The dose-response relationship of Cu has a very narrow therapeutic-to-toxic ratio, meaning that dosage and duration should be optimized to attain the desired antimicrobial effect to cause the least harm to fishes.

Copper sulfate pentahydrate application has remained part of current aquaculture practices and integrated disease management methods. Previous studies have been conducted on its use in conjunction with other treatments, like vaccination or probiotics, to improve fish health while reducing the risk of Cu toxicity. An illustrative study by Rougier et al. (29) demonstrated that minimal amounts of Cu, when utilized in conjunction with probiotic therapies, conferred a protective effect against *Listeria monocytogenes* in Zebrafish (*Danio rerio*), indicating that Cu has the potential for synergistic application alongside various health management strategies.

Another focus area is using Cu to prevent the build-up of biofilm in aquaculture. Biofilm, which consist of bacterial colonies that adhere to surfaces, can serve as reservoirs for pathogens and contribute to the persistence of infections in fish farms (30). Some studies have demonstrated that Cu can inhibit biofilm formation, reducing bacterial outbreak risks (31, 32). Its capability for controlling both free-swimming planktonic bacteria and pathogens associated with biofilms makes Cu an invaluable tool in aquaculture, especially in recirculating aquaculture systems (RAS) where water quality and pathogen control are at a premium.

In addition, the application of Cu to limit the use of antibiotics in aquaculture has become increasingly popular. There is a growing interest in alternatives to antibiotics for disease control amidst growing concern about antimicrobial resistance. Used judiciously, CuSO_4_ provides a chemical option that does not contribute to the development of antimicrobial resistance. However, it requires careful management to prevent environmental contamination due to its potential to bioaccumulate in sediments and have lethal effects on non-target organisms (33). Guidelines that limit the quantity of CuSO_4_ applied in aquaculture to make its use environmentally compatible have thus been established (34).

The current study investigates how timing of CuSO_4_ exposure affects the susceptibility and gene responsiveness of channel catfish fingerlings to *F. covae* infection. We extend previous works by Farmer et al. (7, 14, 35), using time-course of exposure (CuSO_4_ and *F. covae*) and multiple recovery periods (CuSO_4_) in a full factorial design experiment that assesses both fish survival and global gene expression response. The functional effects of treatment with CuSO_4_ on columnaris disease were assessed by performing bulk RNA sequencing on gill samples from control and CuSO_4_-treated fish either immediately (more susceptible) or 24 h after (more resistant) CuSO_4_ treatment followed by a challenge with *F. covae*. We conducted transcriptomic analyses over the time-course of infection between groups with a focus on identifying functional differences in immune regulation and stress response. Thus, the current study delineates the molecular mechanisms of Cu-mediated susceptibility/protection through the analysis of gill tissues from CuSO_4_-exposed fish challenged with *F. covae*.

## 2 Materials and methods

### 2.1 Fish husbandry and maintenance

Channel catfish (*Ictalurus punctatus*) were spawned and reared at the Harry K. Dupree Stuttgart National Aquaculture Research Center and raised in flow-through freshwater tanks at the facility. Fish were acclimated to the laboratory environment for 2 weeks before the experiment. Water quality parameters, including temperature (26 °C−28 °C), pH (7.0–8.0), and dissolved oxygen levels (>5 mg/L), were monitored daily and maintained within optimal ranges for channel catfish throughout the study period. Fish were fed a commercial diet *ad libitum* during the acclimation period, but feeding was halted 24 h before and during the experimental treatments.

### 2.2 Experimental design

The concentration of CuSO_4_ used in this study was 2.1 mg/L, based on the total alkalinity divided by 100 (a typical farm treatment) as well as previous research indicating its effectiveness in modulating fish susceptibility to bacterial infections at this level (14). Channel catfish fingerlings (average 7.3 ± 1.5 g) were split among a total of six treatment or control groups, as follows:

**Group 1:** Fish were exposed to 2.1 mg/L CuSO_4_ and then immediately challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) were sampled at 1, 4, and 24 h after bacterial challenge.

**Group 2:** Fish were exposed to 2.1 mg/L CuSO_4_ and held statically for 24 h. Then fish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) were sampled at 1, 4, and 24 h after bacterial challenge.

**Group 3:** Fish were exposed to 2.1 mg/L CuSO_4_ and then gill tissue from individual fish (*n* = 6) were sampled.

**Group 4:** Fish were exposed to 2.1 mg/L CuSO_4_ and held statically for 24 h. Then gill tissue from individual fish (*n* = 6) were sampled.

**Group 5:** Gill tissue from individual fish (*n* = 6) were sampled immediately prior to either CuSO_4_ and/or *F. covae* challenge to serve as no-treatment (0 hour) controls.

**Group 6:** Fish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) were sampled at 1, 4, and 24 h after bacterial challenge.

### 2.3 Copper sulfate exposure

The CuSO_4_ solution was prepared by dissolving copper sulfate pentahydrate (CuSO_4_·5H_2_O) in double-distilled water to achieve the desired concentration. For the 24 h group, CuSO_4_ treatment was static then flow-through freshwater was turned on to tanks and fish allowed to recover for 24 h before either sampling or bacterial challenge. Each treatment group consisted of three replicate tanks, each containing 30 fish. Sampling of gill tissues for RNA extraction was performed at specific time points based on the experimental design. The exact groups are provided in Table 1.

**Table 1:** Description of the differentially expressed gene (DEG) comparison given the experimental design.

Name	Description
True control	Gill tissue from individual fish (*n* = 6) were sampled at 0 hours immediately prior to either copper sulfate and/or *F. covae* challenge to serve as no-treatment controls (**Group 5**).
*F. covae* 1h	Catfish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) was sampled at 1 h after bacterial challenge (**Group 6**) and compared to **Group 5**. The comparison was named as *F. covae* 1h for future reference.
*F. covae* 4h	Catfish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) was sampled at 4 h after bacterial challenge (**Group 6**) and compared to **Group 5**. The comparison was named *F. covae* 4 h for future reference.
*F. covae* 24h	Catfish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) was sampled at 24 h after bacterial challenge (**Group 6**) and compared to **Group 5**. The comparison was named as *F. covae* 24 h for future reference.
*F. covae* Cu0h-1h	Catfish were exposed to 2.1 mg/L copper sulfate and then immediately challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) was sampled at 1 h after bacterial challenge (**Group 1**) were compared with **Group 3**. The comparison was named *F. cov* Cu0h-1h for future reference.
*F. covae* Cu0h-4h	Catfish were exposed to 2.1 mg/L copper sulfate and then immediately challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) was sampled at 4 h after bacterial challenge (**Group 1**) were compared with **Group 3**. The comparison was named *F. cov* Cu0h-4h for future reference.
*F. covae* Cu0h-24h	Catfish were exposed to 2.1 mg/L copper sulfate and then immediately challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) was sampled at 24 h after bacterial challenge (**Group 1**) were compared with **Group 3**. The comparison was named *F. cov* Cu0h-24h for future reference.
Cu24h vs. Cu0h	Catfish were exposed to 2.1 mg/L copper sulfate and held statically for 24 h (**Group 4**) was compared with catfish exposed to 2.1 mg/L copper sulfate and then gill tissue from individual fish (*n* = 6) were sampled immediately (**Group 3**). The comparison was named Cu24h vs. Cu0h for future reference.
*F. covae* Cu24h-1h	Catfish were exposed to 2.1 mg/L copper sulfate and held statically for 24 h. Then fish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) was sampled at 1 h after bacterial challenge (**Group 2**) and compared with **Group 4**. The comparison was named as *F. cov* Cu24h-1h for future reference.
*F. covae* Cu24h-4h	Catfish were exposed to 2.1 mg/L copper sulfate and held statically for 24 h. Then fish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) was sampled at 4 h after bacterial challenge (**Group 2**) and compared with **Group 4**. The comparison was named as *F. cov* Cu24h-4h for future reference.
*F. covae* Cu24h-24h	Catfish were exposed to 2.1 mg/L copper sulfate and held statically for 24 h. Then fish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) was sampled at 24 h after bacterial challenge (**Group 2**) and compared with **Group 4**. The comparison was named *F. cov* Cu24h-24h for future reference.

### 2.4 Bacterial challenge

*Flavobacterium covae* isolate LV-359-01 was retrieved from a frozen glycerol stock stored at −80 °C and streaked onto *F. covae* growth medium (FCGM) containing agar. After 48 h, bacterial colonies were dislodged from the agar using a sterile cotton swab and inoculated into 5 mL of FCGM medium. Planktonic suspensions were incubated at 28 °C for 24 h and then used to inoculate 1 L of FCGM that was then incubated for another 24 h in an orbital shaker at 200 rpm. After reaching an absorbance of 0.65 at 550 nm, the flask was removed and placed on a stir plate at room temperature. A 10 mL sample was removed for serial dilution and colony forming unit (CFU) enumeration (4.0 × 10^10^ bacteria/mL). For the challenges, 50 mL of bacterial suspension was added to 10 L tanks (2.0 × 10^8^ CFU/mL). After the addition of bacteria to tanks, the flow rate was set at 30 mL/min.

### 2.5 Survival curve analyses

Replicate tanks (*n* = 3) were also set up for survival curve analyses. Survival data were analyzed with SigmaPlot 11 (San Jose, CA) using Kaplan Meier Log Rank Survival Analysis and all pair-wise multiple comparisons used the Holm-Sidak method with adjusted *p* values. Treatment effects were considered significant at *p* < 0.05.

### 2.6 RNA extraction and sequencing

Gill samples were collected per the experimental design, with six individuals per treatment group representative of biological replicates. Gill samples were collected aseptically after euthanasia by an overdose (300 mg/L) of buffered MS-222 and immediately placed in an RNA stabilization solution (RNA*later*, ThermoFisher Scientific, Waltham, MA). The gill tissue samples were stored at −80 °C until needed. Total RNA was extracted using the Qiagen RNeasy Mini Kit (Germantown, MD) per the manufacturer's recommendation. Total RNA was treated with Amplification Grade DNase I (Sigma-Aldrich, Burlington, MA) and ethanol-precipitated prior to library construction. RNA integrity was assessed using an Agilent BioAnalyzer (Santa Clara, CA) and quantified using a NanoDrop spectrophotometer (Wilmington, DE). Total RNA was then standardized to 100 ng each sample and sequencing libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina with the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA). Barcodes used were the NEBNext Multiplex Oligos for Illumina (Index Primers Sets 1 and 2). Libraries were quantified using the NEBNext Library Quant Kit for Illumina, equimolar amounts pooled and sent to a service provider for sequencing (Novogene, Sacramento, CA). Libraries were sequenced on an Illumina HiSeq X Ten according to the manufacturer's instructions using a 2 × 150 bp paired end (PE) configuration.

### 2.7 Transcriptome analysis for the channel catfish gill tissue samples

Raw, demultiplexed reads at a minimum of 25 M PE reads/sample were delivered by the service provider. Bioinformatics was performed in house within the OmicsBox software (36) and R-bioconductor packages. Raw FASTQ files were initially preprocessed for quality control (QC) using FASTQC (37) and Trimmomatic (38) with the default parameters. This process removed low-quality bases, filtered out short reads, and eliminated any contaminating Illumina sequencing adapters. The channel catfish, *Ictalurus punctatus*, genome was obtained from the NCBI (assembly Coco_2.0; accession #GCA_001660625.3) and QC reads were aligned to it using the STAR aligner (39), with options of 2-pass mapping and overhang length set to 149. QC of the resultant BAM files was performed using RSeQC modules (40–42) to assess alignment quality and obtain quality scores, including Transcript Integrity Numbers (TIN). QC BAM files were then used to generate a gene-level counts data matrix for all samples via HTSeq software (43). Using HTSeq-count, the quantification level was set to feature type “exon” and grouped by “parent” attribute, strand specificity was set to “strand specific reverse,” and overlap mode was set to “union.” The R package edgeR (44) was then used to generate differentially expressed genes (DEGs). First, genes with low counts were filtered via the “filterByExpr” function followed by Weighted Trimmed mean of *M*-values (TMM) normalization. Generalized Linear Model (GLM) Quasi Likelihood *F*-Test was chosen for statistical assessment. A false discovery rate (FDR) adjusted *p*-value < 0.05 was set as the threshold for transcripts to be considered significant differentially expressed genes (DEGs) and transcripts were considered up- or downregulated if the log_2_ fold-change values were greater than one (logFC > 1) or less than negative one (logFC < – 1).

### 2.8 RNA sequencing pairwise comparisons

While there are many pairwise comparison combinations available per our experimental conditions (Table 1), we focused on the following per our interest in discovering functional differences among specific treatment groups:

1. Time-course infection of *F. covae*

Catfish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) were sampled at 1, 4, and 24 h after bacterial challenge (**Group 6**) and compared to 0-hour control (**Group 5)**. The comparisons were named *F. covae* 1, 4, and 24 h for reference.

2. Treatment effect of acute copper sulfate on *F. covae* infection (more susceptible)

Catfish were exposed to 2.1 mg/L copper sulfate and then immediately challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) were sampled at 1, 4, and 24 h after bacterial challenge (**Group 1**) and compared with **Group 3**. The comparisons were named *F. cov* Cu0h-1h, *F. cov* Cu0h-4h, and *F. cov* Cu0h-24h for reference.

3. Treatment effect of recovery copper sulfate on *F. covae* infection (more resistant)

Catfish were exposed to 2.1 mg/L copper sulfate and held statically for 24 h. Then fish were challenged with *F. covae*. Gill tissue from individual fish (*n* = 6) sampled at 1, 4, and 24 h after bacterial challenge (**Group 2**) were compared with **Group 4**. The comparisons were named *F. cov* Cu24h-1h, *F. cov* Cu24h-4h, and *F. cov* Cu24h-24h for reference.

4. Treatment effect of copper sulfate—acute exposure compared to recovery

Gill tissues (*n* = 6) from catfish that were exposed to 2.1 mg/L copper sulfate and held statically for 24 h (**Group 4**) were compared with gill tissues (*n* = 6) from catfish exposed to 2.1 mg/L copper sulfate and then sampled immediately (**Group 3**). The comparison was named Cu24h vs. Cu0h for reference.

### 2.9 Validation of RNA-Seq by quantitative polymerase chain reaction (qPCR)

Based on the DEGs from different treatment groups, five specific primers (Table 2) were utilized to independently evaluate RNA-seq results via reverse transcription quantitative PCR (RT-qPCR). Each total RNA sample was assessed using spectrophotometry (Bio-Tek Cytation 1, Agilent Technologies, Palo Alto, CA) and Agilent TapeStation 4200 with RNA Integrity Numbers (RIN) > 8 before reverse transcription. Then, cDNA synthesis was performed using the LunaScript RT SuperMix Kit (New England Biolabs, Ipswich, MA). Reactions contained 4.0 μL of LunaScript RT SuperMix (5X) and template RNA (300 ng), and the volume was adjusted using nuclease-free water to 20 μL. As a control, to rule out the presence of DNA in the extracted sample, no-RT reactions were prepared for each of the samples along with no template controls (negative control). Reaction conditions for cDNA synthesis included primer annealing at 25 °C for 2 min, cDNA synthesis at 55 °C for 10 min, and heat inactivation at 95 °C for 1 min. cDNA was kept at−20 °C after transcription until RT-qPCR.

**Table 2:** Primers for selected genes used in RT-qPCR reactions for validation of RNA-Seq data.

Gene	Forward primer	Reverse primer	Product size (bp)	Reference
*il-1β*	AGCAGCAATCCAGTCACCTC	TCGGGAGCTGAGATATACTTAAACA	160	This study
*mmp9*	CGTGGTAACGAGGAACGGAA	GCGGTCCCAATACATCCTGT	163	This study
*aprt*	AGAGACCGGGAGTAGGTATGAA	AAACTGGAGTGTGTGAGCTGT	147	This study
*blec*	CCCTGTAAACCCGTGTGGTC	CACACCACAGCCCCATCATT	113	This study
*irg1*	TCTCCCGTGTCCGAGTAGAG	CTCTCATCACTCAGCGGCTT	154	This study
*18s*	GAGAAACGGCTACCACATCC	GATACGCTCATTCCGATTACAG	128	(45)

Using a LightCycler 480 System (Roche Diagnostics, Indianapolis, IN), RT-qPCR was performed to assess the expression levels of each gene in gill tissues. Reaction and cycling conditions were prepared following the manufacturer's instructions (NEB), with modifications. The Luna Universal qPCR Master Mix was used for RT-qPCR in 10 μL reactions. Each reaction included 5 μL of Luna Universal qPCR Master Mix (2X), 0.5 μL of forward primer (1 μM), 0.5 μL of reverse primer (1 μM), 2 μL of nuclease-free water, and 2 μL of cDNA diluted 1:10 with nuclease free water. Reactions were carried out in triplicate under the following conditions: 95 °C for 15 s, followed by 45 cycles at 95 °C for 15 s and 60 °C for 30 s, followed by melting curve analysis. Samples were run in parallel with the 18S rRNA gene as reference for normalization (45).

Relative gene expression was calculated using the 2^−ΔΔ*CT*^ method (46, 47), normalizing target gene Ct values to the geometric mean of the selected reference genes and expressing changes relative to the control group. Data were evaluated by analysis of variance (ANOVA) to determine differences in means among different groups and then further analyzed *post hoc* using Tukey's multiple comparison test. Differences in means among the groups were considered statistically significant when *p* < 0.05.

### 2.10 Functional characterization of gene expression data

Gene ontology (GO) analysis was performed to determine the biological function of DEGs. The GO analysis assigns biological processes, cellular components, and molecular functions terms using both the Fisher's Exact test against the channel catfish annotated transcriptome and Gene Set Enrichment Analyses (GSEA), where the default parameters were selected within the OmicsBox software. Significance was set at an FDR < 0.05.

## 3 Results

### 3.1 Survival analysis of channel catfish

The survival analysis depicted in Figure 1 shows the probability of survival for three treatment groups of channel catfish fingerlings challenged with *Flavobacterium covae*. The survival probability for fish challenged with *F. covae* without any CuSO_4_ exposure decreased steadily over time. The final survival probability was approximately 76% by day 7. This indicates a moderate susceptibility of the fish to *F. covae* when no CuSO_4_ treatment was applied. Fish exposed to 2.1 mg/L CuSO_4_ and immediately challenged with *F. covae* showed a marked decrease in survival compared to the control group. Survival dropped sharply in the initial days and, by day 7, the survival probability was approximately 67%. This demonstrates that immediate CuSO_4_ exposure, without a recovery period, increased the fish's susceptibility to the bacteria, as previously demonstrated (14). The group exposed to 2.1 mg/L CuSO_4_ followed by a 24 h recovery period exhibited the highest survival among the treatment groups. The survival probability remained steady, with minimal mortality observed by day 7. The final survival percentage was approximately 83%. This shows that allowing a recovery period after CuSO_4_ exposure significantly enhances channel catfish resistance to *F. covae*, reducing mortality. Conversely, immediate exposure to the pathogen after CuSO_4_ treatment reduces survival, likely due to the stress and gill damage caused by copper introduction (14).

**Figure 1:**
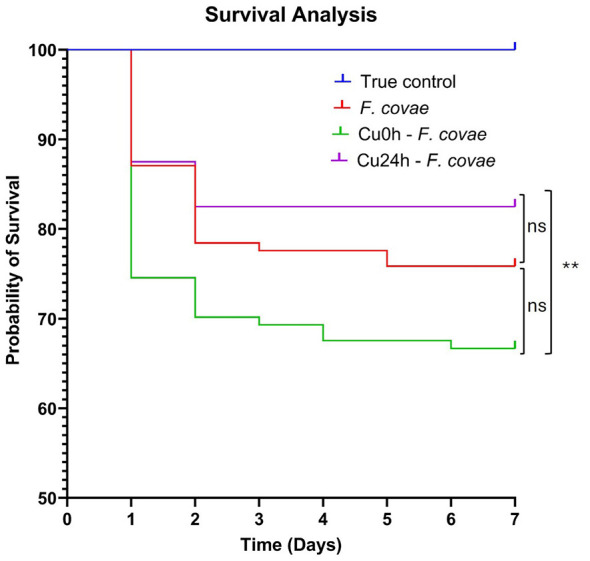
Kaplan–Meier survival curve of Channel Catfish exposed to CuSO_4_ for 0 and 24 h under static conditions and then challenged with *Flavobacterium covae*. Treatments were as follows: (1) fish exposed to 2.1 mg/L CuSO_4_ and then immediately challenged with *F. covae* (Cu0h- *F. covae*), (2) fish exposed to 2.1 mg/L CuSO_4_ and allowed recovery for 24 h then challenged with *F. covae* (Cu24h- *F. covae*), (3) fish not exposed to CuSO_4_ but challenged with *F. covae* (*F. covae*). **p < 0.05.

### 3.2 Differentially expressed genes (DEGs)

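Gill RNA from 54 channel catfish fingerlings was sequenced, 6 fish in each of 9 groups. The groups were no-treatment controls, uninfected fish sampled immediately after copper sulfate (CuSO_4_) exposure (Cu0h), uninfected fish sampled 24 h later (Cu24h), and fish of both copper schedules challenged with F. covae and sampled 1, 4 and 24 h after the challenge (Cu0h-1h, Cu0h-4h, Cu0h-24h, Cu24h-1h, Cu24h-4h and Cu24h-24h). The paper gives the copper sulfate concentration as 2.1 mg/L, whereas the sample records deposited with the data give 2.1 mg/mL and name the bacterium as F. columnare. The records also describe the Cu24h fish as exposed to copper for 24 h. The paper's list of groups has them held statically for 24 h, while its methods describe flow-through water and recovery. Recovery is used here as the paper's word, and copper exposure during the 24 h is not excluded. The authors deposited an effective count, an estimated number of reads rounded to a whole number, for each of 37586 Ensembl transcripts in every fish. The paper describes counting with HTSeq on the NCBI genome, and the program that made these effective counts per Ensembl transcript is not given in the sources used here. The effective counts summed to between 352013 and 1190864 per fish, with a median of 776356. The paper states a minimum of 25 M paired-end reads per sample, and the totals are 1.4% to 4.8% of that number. All values here rest on the effective counts. Totals ranged from 589664 to 738136 in the controls (median 700988), from 463911 to 1078334 in Cu0h (median 544651) and from 496343 to 1190864 in Cu24h (median 1007882). After immediate challenge they ranged from 665745 to 1128932 at 1 h (median 853693), from 672284 to 1093928 at 4 h (median 943999) and from 736773 to 1031603 at 24 h (median 927434). After recovery and challenge they ranged from 352013 to 741727 at 1 h (median 541036), from 554741 to 865300 at 4 h (median 754767) and from 475411 to 1017409 at 24 h (median 793604). Because a deeper library detects more transcripts, every library was also thinned at random to the smallest total, 352013. At that equal depth the 6 controls detected 14632 to 15487 transcripts. Within Cu0h the numbers ran from 12556 to 17998, with replicates 5 and 6 at 17998 and 17940 and the other 4 fish at 13866 or below. Within Cu24h they ran from 11334 to 18826, with replicates 1 and 3 at 11334 and 12927 and the other 4 fish at 17380 or above.

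**Figure D1:**
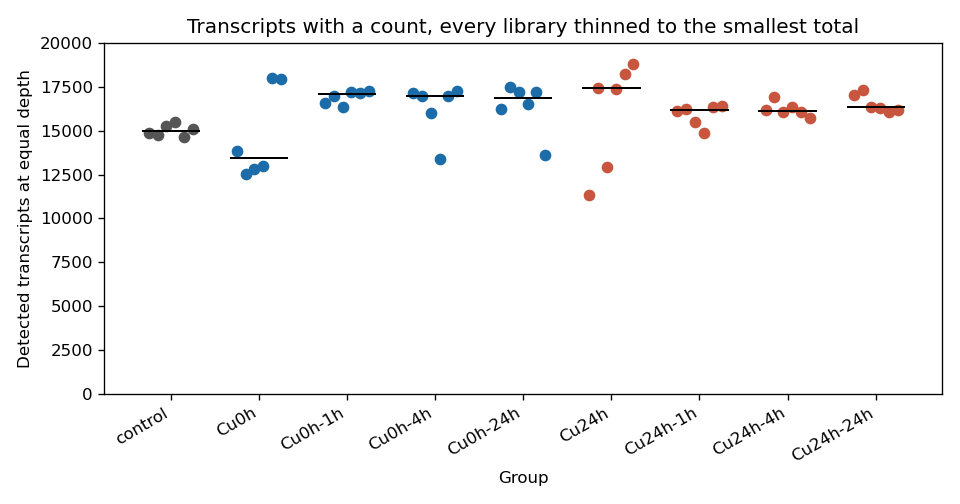
Number of transcripts with at least 1 effective count in each fish after every library was thinned to a total of 352013 (y axis), by group (x axis). Each point is a fish and each line the median of 6 fish. The 6 Cu0h fish and the 6 Cu24h fish each fall into a lower and a higher set, while the controls lie between 14632 and 15487.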

The RNA-seq analysis focused on comparisons among CuSO_4_-exposed groups at 0 h and after 24 h, and fish challenged with *F. covae* and sampled at 1, 4, and 24 h post-exposure. 

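Each pairwise comparison was fitted on the 12 libraries of its 2 groups with edgeR. Transcripts with low counts were removed with filterByExpr, the libraries were scaled by TMM, and the quasi-likelihood F-test was applied with Benjamini-Hochberg adjustment. A transcript counted as a DEG when its FDR was below 0.05 and its log_2_ fold change was larger than 1 in size, in either direction. The standard error given with a fold change is its size divided by the square root of the F statistic. It is an approximation not reported by edgeR, and is rough where a group is near 0. The filter left between 6225 transcripts in Cu24h-1h against Cu24h and 8051 in Cu24h-24h against Cu24h. The biological coefficient of variation between fish of a group was 0.63 in Cu24h against Cu0h and between 0.525 and 0.569 in the other 6 comparisons of the paper. The files identify transcripts by Ensembl numbers, which could not be paired with gene names or GO terms, so the DEGs are counted as transcripts.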

A breakdown of the significant findings on total DEGs showing upregulation or downregulation is provided in Table 3.

**Table 3:** Number of differentially expressed genes (DEGs) from each pairwise comparison.

Comparison	Upregulated genes	Downregulated genes	Total differentially expressed genes
*F. covae* 1h	868	544	1,412
*F. covae* 4h	2,097	2,747	4,844
*F. covae* 24h	1,494	1,571	3,065
*F. covae* Cu0h-1h	0	0	0
*F. covae* Cu0h-4h	32	13	45
*F. covae* Cu0h-24h	320	598	918
Cu24h vs. Cu0h	136	573	709
*F. covae* Cu24h-1h	42	89	131
*F. covae* Cu24h-4h	354	363	717
*F. covae* Cu24h-24h	1,553	2,372	3,925

#### 3.2.1 *F. covae*-only challenge

In gill tissues of infected fish at 1 h post-infection, 1,412 DEGs were observed, with 868 genes upregulated and 544 genes downregulated (Figure 2A and Supplementary Table 1). This indicates an early and robust immune response, as expected during the initial stages of bacterial infection. At 4 h post-infection, the number of DEGs drastically increased to 4,844, with 2,097 upregulated and 2,747 downregulated genes reflecting a systematic inflammatory and stress response. At 24 h post-infection, 3,065 DEGs were identified, with 1,494 upregulated and 1,571 downregulated genes, consistent with a transition toward coordinated innate and adaptive immunity. A total of 828 common DEGs were found in *F. covae* 1, 4, and 24 h (Figure 2B), representing core responses to *F. covae*.

**Figure 2:**
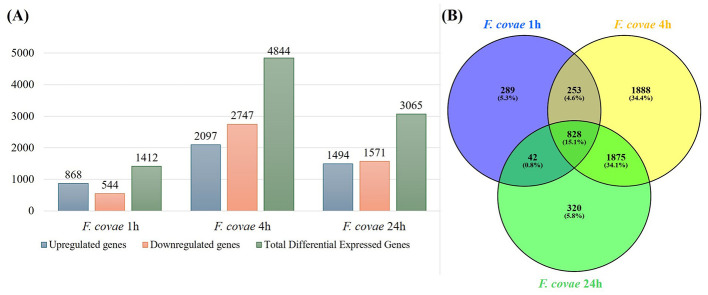
Differentially expressed genes (DEGs) from RNAseq analysis of channel catfish gill tissues after challenge with *F. covae*. Tissues were collected at 1 h, 4 h and 24 h after *F. covae* infection. **(A)** Bar diagram showing the upregulated, downregulated and total DEGs at each timepoint. **(B)** Venn diagram showing common DEGs at each timepoint.

#### 3.2.2 CuSO_4_ exposure and immediate challenge with *F. covae*

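At 1 h after immediate F. covae challenge, 515 DEGs were called against Cu0h among 7625 transcripts tested, 137 upregulated and 378 downregulated. This number rested on single fish. It was 4, 2, 3 and 2 without Cu0h-1h replicate 2, 4, 5 or 6, it was 90, 67, 44 and 11 without Cu0h replicate 1, 2, 3 or 4, and it was 1115 and 1206 without Cu0h replicate 5 or 6. Fitting all 9 groups together raised it most among the alternatives, to 1380 DEGs. At 4 h, 35 DEGs were called among 7546 transcripts, 22 upregulated and 13 downregulated, and each of the 12 fish moved the number by more than 1.5 times when left out. It was 3, 5, 12, 7, 347 and 504 without Cu0h replicate 1 to 6, and 12, 7, 18, 74, 2 and 3 without Cu0h-4h replicate 1 to 6. With DESeq2's size factors in place of TMM the 4 h split was 12 upregulated and 13 downregulated. At 24 h, 875 DEGs were called among 7574 transcripts, 405 upregulated and 470 downregulated, and the number was 523, 489 and 1423 without Cu0h replicate 2, 4 or 6 and 437, 483, 552 and 519 without Cu0h-24h replicate 2, 3, 4 or 5. The 2 groups compared did not overlap at all in 194 of the 515 DEGs at 1 h, in 25 of the 35 at 4 h and in 345 of the 875 at 24 h. Over all transcripts tested, groups without overlap made up 4.07% at 1 h, 3.15% at 4 h and 5.74% at 24 h, against 0.216% that chance gives for 6 fish against 6. Transcript ENSIPUT00000023309 was at 14.4 ± 14 CPM (effective counts scaled to a library of fixed size; SD, n = 6) in Cu0h and at 20.6 ± 17.8 in Cu0h-1h, a log_2_ fold change of 0.77 (standard error 0.79, FDR 0.546 from edgeR). It was at 33.3 ± 25.7 CPM (SD, n = 6) in Cu0h-4h and at 348 ± 137 in Cu0h-24h, where the log_2_ fold change against Cu0h was 4.99 (standard error 0.63, FDR 9.48e-05 from edgeR) and every Cu0h-24h fish, from 208 to 583 CPM, lay above every Cu0h fish, of which the highest was at 37.8.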

Interestingly, CuSO_4_ exposure followed by immediate *F. covae* challenge showed minimal transcriptional response to infection early (0 DEGs at 1 h) while gradually increasing at 4 h (45 DEGs) up to 918 DEGs at the sampling endpoint of 24 h (Table 3; Figure 3A and Supplementary Table 2). These data indicate that acute CuSO_4_ exposure profoundly delays the canonical transcriptomic response to *F. covae*. 

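In the comparisons with Cu0h, 2207, 1708 and 2340 transcripts had an unadjusted p under 0.05 at 1, 4 and 24 h. Across transcripts, which are not independent replicates, the fold changes at 1 h and 4 h had a Pearson correlation of 0.79, those at 1 h and 24 h of 0.74, and those at 4 h and 24 h of 0.82. The 3 comparisons share the Cu0h fish, and in 20 simulations with unchanged groups sharing a baseline in the same way the correlation was 0.53 on average for each pair, with a highest value of 0.54. The simulated fish varied independently in each transcript, and at most 2 DEGs were called in a comparison. Other splits of the real fish gave up to 811, 47 and 1063 DEGs at 1, 4 and 24 h, so differences that move many transcripts of a Cu0h fish together are not covered by these simulations. Transcript ENSIPUT00000018132 had an effective count of 3 in all Cu0h fish together, found in replicate 5. It was at 127 ± 76.7 CPM (SD, n = 6) in Cu0h-1h, where replicate 1 had none, at 124 ± 88.3 in Cu0h-4h and at 369 ± 67.4 in Cu0h-24h, in which its pooled level was 472 times that of Cu0h with a 95% exact binomial interval of 161 to 2290 that covers counting error only. From the small number of DEGs in its own analysis at 1 h and 4 h and the larger number at 24 h, the paper concludes that acute CuSO_4_ exposure delays the response to F. covae. Here 515, 35 and 875 DEGs were called after immediate challenge and 40, 190 and 1598 after recovery, so more at 1 h. Without the low-count filter the order at 1 h turned around, with 212 and 400. At 4 h it did so with DESeq2's Wald test, with 523 and 354. No unchallenged fish were sampled 1 h or 4 h after copper, so the numbers against Cu0h also hold any change with time after copper.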

Since no DEGs were detected at 1 h, no genes were shared across all three acute CuSO_4_ plus *F. covae* time points (Figure 3B). This pattern aligns with the reduced survival observed in this treatment group and is consistent with known copper-mediated inhibition of pattern recognition receptor (PRR) signaling and early immune activation (Discussed below).

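In the DEG lists against Cu0h obtained here, 21 transcripts were shared by all 3 time points after immediate challenge. The 1 h and 4 h lists shared 25 transcripts, the 1 h and 24 h lists 236, and the 4 h and 24 h lists 27. All of the 25 and all of the 27 had the same direction at both times, as did 235 of the 236. Called at a single time point were 275 transcripts at 1 h, 4 at 4 h and 633 at 24 h. Simulated unchanged groups with a common baseline shared 0 DEGs across all 3 time points in each of 20 draws and at most 1 between any pair, without the differences between whole Cu0h fish that the simulations leave out. The number shared by all 3 depended on the 4 h list, since it cannot exceed the 35 DEGs called there. It was 2 with the older edgeR quasi-likelihood method, 340 with all 9 groups in 1 fit and 364 with limma-voom with library weights, a setting chosen after the data were seen.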

**Figure 3:**
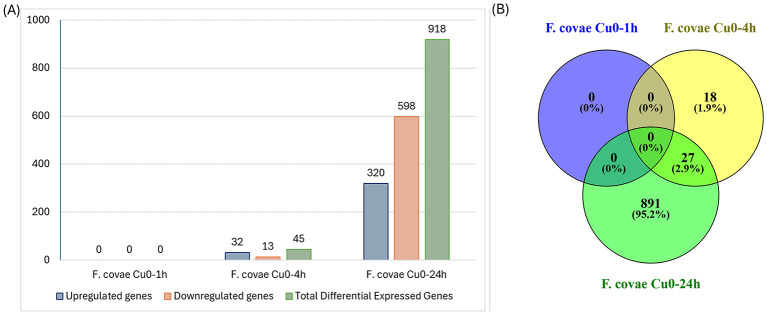
Differentially expressed genes (DEGs) from RNAseq analysis of channel catfish gill tissues exposed to copper at 2.1 mg/L and then challenged immediately with *F. covae*. Tissues were collected at 1 h, 4 h and 24 h after *F. covae* infection. **(A)** Bar diagram showing the upregulated, downregulated and total DEGs at each timepoint. **(B)** Venn diagram showing common DEGs at each timepoint.

#### 3.2.3 Effects of CuSO_4_ exposure alone (0 h vs. 24 h recovery)

Comparison of CuSO_4_-exposed uninfected fish sampled immediately vs. after 24 h revealed 709 DEGs (136 upregulated; 573 downregulated). This indicates that copper exposure induces strong stress-related transcriptional changes that partially resolve during recovery. 

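Between uninfected fish sampled 24 h after copper exposure and those sampled immediately, 14 DEGs were called among 6969 transcripts tested, 8 upregulated and 6 downregulated in Cu24h. An unadjusted p under 0.05 was found for 672 transcripts. The count was 0, 0, 3, 4 and 43 without Cu0h replicate 1 to 5, and 4, 25, 4, 3 and 2 without Cu24h replicate 2 to 6. The 2 groups did not overlap in 6 of the 14 DEGs and in 53 of all transcripts tested, 0.76% of them. Fitting all 9 groups together gave 439 DEGs, 159 upregulated and 280 downregulated, DESeq2's Wald test gave 60, and the older edgeR quasi-likelihood method gave 0. Transcript ENSIPUT00000019250 was at 249 ± 183 CPM (SD, n = 6) in Cu24h and at 76 ± 119 in Cu0h, a log_2_ fold change of 1.63 (standard error 0.81, FDR 0.54 from edgeR), so the difference did not exceed the spread between fish. Its Cu0h mean came from replicates 5 and 6, at 281 and 161 CPM, while replicate 4 was at 13.5 and the other 3 Cu0h fish had none. From the DEGs it found in this comparison, the paper concludes that copper exposure induces stress-related changes that partially resolve during recovery.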

Genes involved in metal detoxification, protein folding, and oxidative stress were enriched at acute exposure (0 h), whereas recovery was characterized by downregulation of these stress-associated pathways (Supplementary Table 3).

#### 3.2.4 CuSO_4_ exposure with 24 h recovery followed by *F. covae* challenge

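In fish challenged after 24 h of recovery, 40 DEGs were called 1 h after the challenge among 6225 transcripts tested, 19 upregulated and 21 downregulated against Cu24h. A total of 740 transcripts had an unadjusted p under 0.05. The count was 81 without Cu24h replicate 1, 144 without Cu24h replicate 3 and 23 without Cu24h-1h replicate 3, and leaving out any other fish moved it by less than 1.5 times. The groups did not overlap in 23 of the 40 DEGs. Of the alternatives fixed in advance, omitting the low-count filter moved the number most, to 400. ENSIPUT00000023309 was not among the transcripts tested, with 7.7 ± 16.4 CPM (SD, n = 6) in Cu24h-1h and 3.56 ± 3.01 in Cu24h. In Cu24h-1h, replicate 3 alone was at 41.1 CPM. ENSIPUT00000018132 had no count in any Cu24h-1h fish. ENSIPUT00000019250, at 230 ± 82.2 CPM (SD, n = 6), was within the spread of the Cu24h fish.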

In the early stages of infection (1 h), the number of DEGs was relatively small, with only 131 genes showing differential expression with 42 upregulated, and 89 downregulated (Figure 4A and Supplementary Table 4). The response at 4 h showed 717 DEGs, with a more even distribution of up- and downregulated genes (354 upregulated, 363 downregulated), suggesting a more gradual activation of immune pathways and early cellular responses to infection. 

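At 4 h after challenge of the recovered fish, the comparison with Cu24h gave 190 DEGs among 7101 transcripts, 85 upregulated and 105 downregulated, with 1204 transcripts at an unadjusted p under 0.05. Without Cu24h replicate 1 or 3 the number was 309 or 408, and without Cu24h-4h replicate 3 or 4 it was 116 or 122. Challenged and unchallenged fish did not overlap in 99 of the 190 DEGs. ENSIPUT00000023309 rose from its Cu24h level to 53 ± 26.6 CPM (SD, n = 6), from 21.4 to 95.2 in single fish, against at most 6.9 CPM in a Cu24h fish. Its log_2_ fold change was 3.52 (standard error 0.52, FDR 0.000968 from edgeR). In libraries thinned to equal depth, a setting chosen after the data were seen, it did not pass the filter and was not tested. ENSIPUT00000019250, at 127 ± 106 CPM (SD, n = 6), was within the spread of the Cu24h fish (log_2_ fold change -1.05, standard error 0.52, FDR 0.305 from edgeR). The paper proposes from its own counts at this time a gradual activation of immune pathways.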

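At 24 h after challenge of the recovered fish, 1598 DEGs were called against Cu24h among 8051 transcripts tested, 791 upregulated and 807 downregulated. This was the largest number among the 7 comparisons of the paper, both with these settings and under each alternative fit of all the fish. With 1 fish left out in turn it stayed between 1332 and 1803. The groups did not overlap in 782 of the DEGs and in 876 of all transcripts tested, which is 10.88% of them. Fitting all 9 groups together gave 2683 DEGs and omitting the low-count filter 2748. Among the DEGs of this comparison whose groups did not overlap and whose normalized count averaged 50 or more, the 2 with the largest rise and the 2 with the largest fall were followed through all groups. The rule was fixed before the data were examined, and its restriction to this comparison was chosen after the numbers of DEGs were known. ENSIPUT00000018132 had no count in any Cu24h fish and was at 285 ± 66.1 CPM (SD, n = 6) in Cu24h-24h, which is at least 541-fold higher when 3 counts over the whole Cu24h group are taken as the floor. ENSIPUT00000023309 reached 338 ± 116 CPM (SD, n = 6), a log_2_ fold change of 6.2 (standard error 0.49, FDR 2.61e-08 from edgeR). ENSIPUT00000019250 fell from 1701 effective counts over the 6 Cu24h fish to 3 over the 6 Cu24h-24h fish, so its level was 506 times lower, with a 95% exact binomial interval of 173 to 2460 for counting error only. ENSIPUT00000017624 fell from 434 ± 230 CPM (SD, n = 6) in Cu24h to 1.42 ± 3.02, with 4 Cu24h-24h fish at 0 and replicate 5 at 7.52 CPM, and its log_2_ fold change was -8.18 (standard error 0.73, FDR 2.61e-08 from edgeR). These 4 changes were larger than the spread between fish, and the files do not give the genes behind them.

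**Figure D2:**
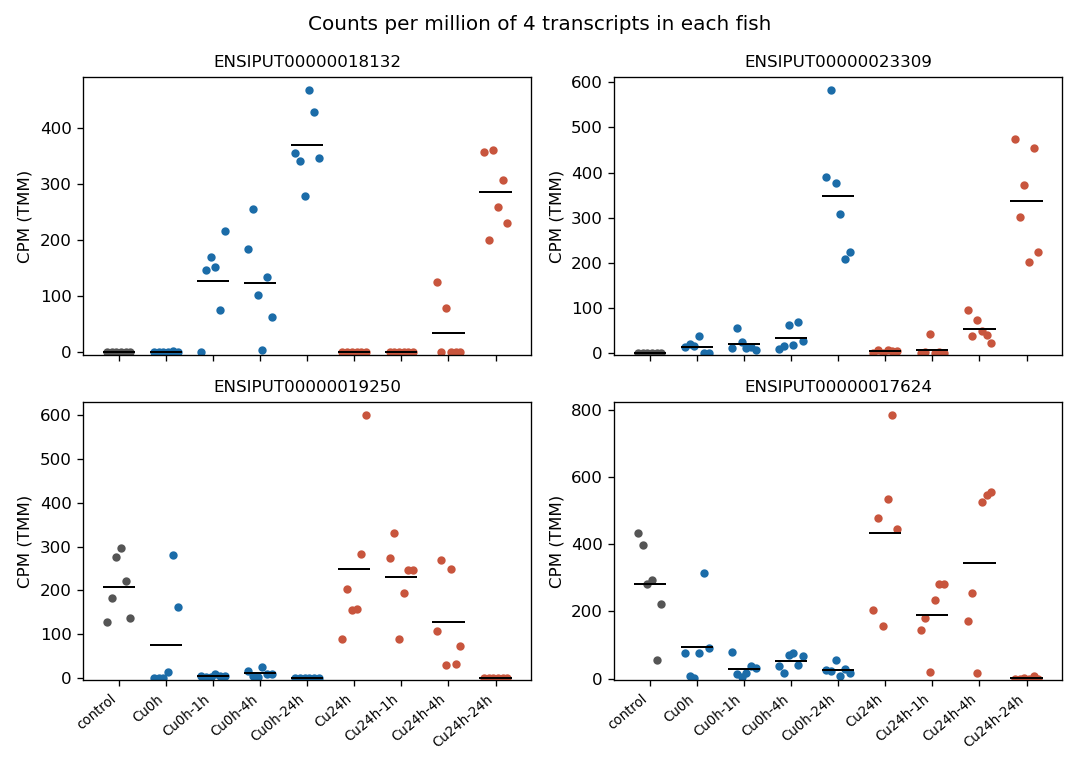
CPM after TMM scaling (y axis, linear, a separate scale in each panel) of the 4 transcripts in each fish, by group (x axis). Each point is a fish and each line the mean of 6 fish. In Cu24h-24h, ENSIPUT00000018132 and ENSIPUT00000023309 average 285 and 338 CPM, whereas ENSIPUT00000019250 and ENSIPUT00000017624 average 0.547 and 1.42.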

The most substantial response was observed at the 24 h time-point. A total of 3,925 DEGs were detected, with 1,553 genes upregulated and 2,372 downregulated (Figure 4A and Supplementary Table 4). A total of 53 DEGs were shared across all 3 time-points (Figure 4B).

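Among the DEGs called here against Cu24h, 23 were shared by the 3 time points after recovery. The 1 h and 4 h lists shared 24, the 1 h and 24 h lists 36, and the 4 h and 24 h lists 145, of which 144 changed in the same direction. Transcripts called at 1 time point alone numbered 3 at 1 h, 44 at 4 h and 1440 at 24 h. In 20 simulations of unchanged groups with a common baseline, no transcript was called at all 3 times, and at most 1 was shared by any pair. The correlation of fold changes across transcripts was 0.65 between 1 h and 4 h, 0.58 between 1 h and 24 h and 0.69 between 4 h and 24 h, where the unchanged groups reached at most 0.53, 0.52 and 0.53. These simulations also leave out differences that move many transcripts of a Cu24h fish together, and called at most 3 DEGs in a comparison. The older edgeR quasi-likelihood method gave 13 transcripts shared by all 3 time points, DESeq2's Wald test 51, and omitting the low-count filter 140.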

**Figure 4:**
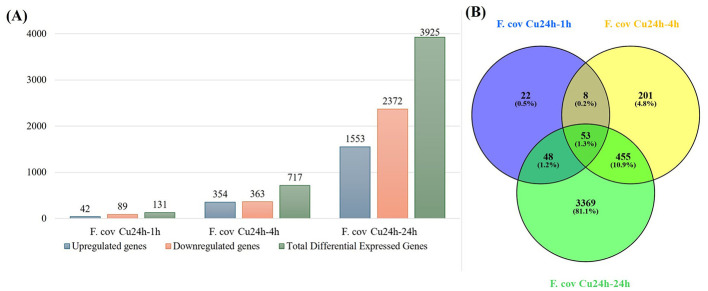
Differentially expressed genes (DEGs) from RNAseq analysis of channel catfish gill tissues exposed to copper at 2.1 mg/L and then challenged with *F. covae* infection after 24 h recovery period. Tissues were collected at 1 h, 4 h and 24 h after *F. covae* infection. **(A)** Bar diagram showing the upregulated, downregulated and total DEGs at each timepoint. **(B)** Venn diagram showing common DEGs at each timepoint.

### 3.3 Gene ontology based on GSEA and Fisher's exact test

#### 3.3.1 Gene ontology *F. covae*-only challenge

To investigate the dynamic biological responses to *F. covae* infection, we performed Gene Set Enrichment Analysis (GSEA) on ranked gene lists at three post-infection time points: 1, 4, and 24 h. The enrichment of Gene Ontology (GO) terms related to biological processes (BP), molecular functions (MF), and cellular components (CC) was analyzed to identify key pathways activated during infection (Figure 5 and Supplementary Table 5).

**Figure 5:**
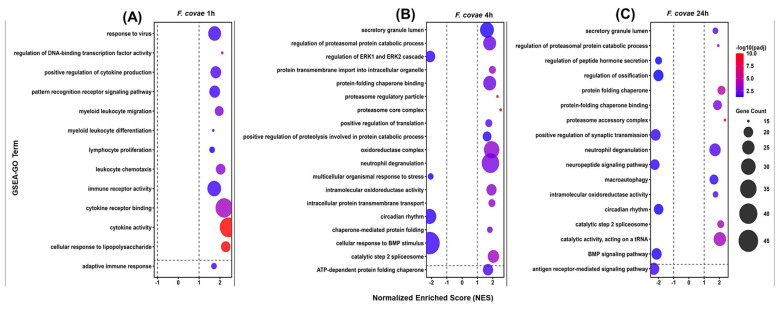
Gene Set Enrichment Analysis (GSEA) showing functional groups significantly enriched in response to *F. covae* infection. **(A)** 1 h post-infection, **(B)** 4 h post-infection, and **(C)** 24 h post-infection. The x-axis represents the Normalized Enrichment Score (NES), indicating the level of gene set enrichment. The y-axis lists enriched Gene Ontology (GO) terms. The size of the dots represents the number of genes associated with each GO term and the color represents statistical significance. The dotted vertical lines mark the significance threshold.

At 1 h post-infection, several immune-related GO terms were significantly enriched (Figure 5A and Supplementary Table 5). These included response to viruses, cytokine activity, immune receptor activity, leukocyte chemotaxis, and pattern recognition receptor signaling pathways. The enrichment of cytokine receptor binding (GO:0005126) and positive regulation of cytokine production (GO:0001819) suggests the activation of cytokine-mediated immune signaling. The cellular response to lipopolysaccharide (GO:0071222) indicates a rapid recognition of bacterial components, leading to an early immune response. Additionally, myeloid leukocyte migration (GO:0097529) and adaptive immune response (GO:0002250) highlight the recruitment of immune cells to the site of infection.

By 4 h post-infection, the enriched GO terms shifted toward pathways associated with protein degradation, oxidative stress responses, and immune cell function (Figure 5B and Supplementary Table 5). Notably, regulation of the proteasomal protein catabolic process (GO:0061136) and proteasome core complex (GO:0005839) were significantly enriched, suggesting an upregulation of proteasomal degradation, likely involved in antigen processing and cellular stress response. The regulation of ERK1 and ERK2 cascade (GO:0070372) indicates involvement of mitogen-activated protein kinase (MAPK) signaling, which plays a role in inflammatory responses. Furthermore, neutrophil degranulation (GO:0043312) suggests the activation of innate immune cells to combat bacterial invasion. The enrichment of oxidoreductase complex (GO:1990204) and intramolecular oxidoreductase activity (GO:0016860) indicates oxidative stress response, which could contribute to the host defense mechanism or bacterial pathogenesis.

At 24 h post-infection, there was a notable shift toward pathways involved in protein homeostasis, cellular adaptation, and recovery mechanisms (Figure 5C and Supplementary Table 5). The upregulation of protein-folding chaperone binding (GO:0051087) and the proteasome accessory complex (GO:0022624) suggests a persistent cellular stress response requiring chaperone-mediated stabilization and enhanced proteasomal turnover. Strong enrichment of ribosome biogenesis and mitochondrial protein-targeting pathways further indicates increased biosynthetic and metabolic activity as cells attempt to restore homeostasis. In contrast, several neuroendocrine-associated pathways, including neuropeptide signaling (GO:0007218), regulation of peptide hormone secretion (GO:0090276), and circadian rhythm (GO:0007623), were significantly negatively enriched, reflecting suppression of neuropeptide-mediated communication and circadian regulatory processes during the later phase of infection. Additionally, enrichment of macroautophagy (GO:0016236) supports a transition toward autophagic clearance of damaged proteins or cellular debris as part of ongoing cellular adaptation.

#### 3.3.2 Gene ontology following acute CuSO_4_ exposure and immediate *F. covae* challenge

To address the functional profile of the acute CuSO_4_ plus immediate *F. covae* challenge group, GSEA on ranked gene lists was conducted on this group. Since no DEGs were detected at 1 h post-challenge, enrichment analysis did not yield a 1 h GO profile. At 4 h post-challenge, immediate CuSO_4_ exposure produced a transcriptomic profile dominated by cellular stress responses and minimal immune activation. While only 45 DEGs were detected, GSEA GO terms showed strong positive enrichment of mitochondrial and proteostasis-related pathways, including mitochondrial large ribosomal subunit (GO:0005762), mitochondrial translational elongation (GO:0070125), and protein folding (GO:0006457), reflecting copper-induced oxidative and proteotoxic stress. Concurrently, negatively enriched pathways encompass microfilament motor activity (GO:0000146), myosin II complex (GO:0016460), and sarcomere organization (GO:0045214), possibly indicating suppressed cytoskeletal integrity and reduced contractile function within gill epithelia. Notably, PRR- and cytokine-associated genes remained largely unresponsive even by 4 h, suggesting that the gill prioritized stress mitigation and structural stabilization over immune activation in the immediate hours following *F. covae* exposure.

At 24 h post-challenge, gill transcriptomes displayed a strong shift toward genome maintenance, oxidative stress management, and vesicular transport, with several high-confidence positively enriched pathways, including nuclear DNA replication (GO:0033260), DNA replication initiation (GO:0006270), replication fork (GO:0005657), double-strand break repair via homologous recombination (GO:0000724), proton-transporting ATPase complex (GO:0016469), ER-to-Golgi vesicle-mediated transport (GO:0006888), and cellular response to reactive oxygen species (GO:0034614). Notably, several innate immune pathways also became positively enriched at this time point, including neutrophil degranulation (GO:0043312), azurophil granule lumen (GO:0035578), and ficolin-1-rich granule lumen (GO:1904813), indicating that innate effector functions that were largely absent at 4 h begin to re-engage by 24 h, suggesting partial restoration of immune responsiveness following acute copper-induced suppression. In contrast, negatively enriched categories remained centered on epithelial structure and contractility, including collagen trimer (GO:0005581), extracellular matrix structural constituent conferring tensile strength (GO:0030020), myosin II complex (GO:0016460), and myosin filament (GO:0032982), reflecting persistent ECM remodeling and reduced contractile integrity.

#### 3.3.3 Gene ontology CuSO_4_ exposure with 24 h recovery followed by *F. covae* challenge

To determine the molecular response to infection after CuSO_4_ exposure, GSEA on ranked gene lists at 4 h and 24 h post-exposure was examined, as no significantly enriched GO terms were identified at 1 h. The enrichment of Gene Ontology (GO) terms related to biological processes (BP), molecular functions (MF), and cellular components (CC) was analyzed to determine pathways activated under copper-induced stress (Figure 6 and Supplementary Table 5). At 4 h post-exposure, a limited number of GO terms including pathways related to RNA metabolism and protein processing were significantly enriched (Figure 6A and Supplementary Table 5). The most highly enriched GO terms included tRNA metabolic process (GO:0006399), rRNA processing (GO:0006364), and proteinogenic amino acid metabolic process (GO:0170039). Catalytic activity, acting on a tRNA (GO:0140101), was also enriched, indicating enhanced tRNA modification and translation-related processes, likely in response to cellular stress. The strong enrichment of protein folding and mitochondrial matrix suggests that infection with *F. covae* after treatment with CuSO_4_ and allowing for a recovery period induces early mitochondrial gene involvement and protein homeostasis pathways.

**Figure 6:**
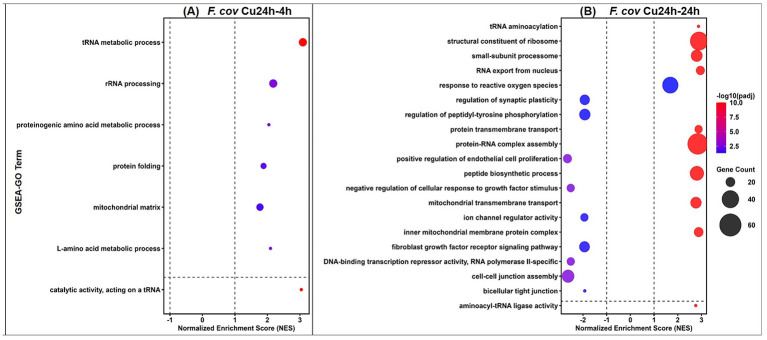
Gene Set Enrichment Analysis (GSEA) showing functional groups significantly enriched in response to *F. covae* infection after treatment with copper sulfate and allowing for 24 h recovery period. **(A)** 4 h post-infection, **(B)** 24 h post-infection. The x-axis represents the Normalized Enrichment Score (NES), indicating the level of gene set enrichment. The y-axis lists enriched Gene Ontology (GO) terms. The size of the dots represents the number of genes associated with each GO term and the color represents statistical significance. The dotted vertical lines mark the significance threshold.

By 24 h post-exposure, the biological processes activated in response to CuSO_4_ exposure were markedly different (Figure 6B and Supplementary Table 5). Notably, oxidative stress-related pathways were significantly enriched, with response to reactive oxygen species (GO:0000302) and protein targeting to mitochondrion (GO:0006626) being over-expressed. Additionally, enriched terms such as regulation of peptidyl-tyrosine phosphorylation (GO:0050730), protein transmembrane transport (GO:0071806), and positive regulation of endothelial cell proliferation (GO:0001938) suggest cellular adaptation and repair mechanisms were negatively enriched due to this prolonged metal exposure. Although this group mounted a more effective overall response to *F. covae*, the lingering structural effects of CuSO_4_ exposure were evident from the downregulation of cell–cell junction assembly (GO:0007043) and bicellular tight junction (GO:0005923), indicating that epithelial barrier repair processes were still suppressed despite improved immune function. Likewise, the downregulated enrichment of the fibroblast growth factor receptor signaling pathway (GO:0008543) suggests that growth-factor-mediated tissue remodeling was not fully engaged at 24 h post-infection.

### 3.4 Immune and stress associated gene expression patterns

Across infection conditions, 234 immune and stress-related genes showed significant differential expression (Supplementary Table 6; Figure 7). In *F. covae*-only infected fish (no copper treatment), early time-points were characterized by upregulation of core PRRs (including TLR5), cytokines (IL-23, IL-17), chemokines (CXCL8a), and interferon-related genes (IFNG1R, IFN-γ). Adaptive immune markers (CD22, CD44) became strongly upregulated over the course of infection. In contrast, acute CuSO_4_ exposure suppressed multiple PRRs (NOD2, NLRC5), while metallothioneins, heat-shock proteins, and oxidative-stress genes were significantly perturbed, consistent with acute metal stress. Recovery for 24 h restored immune responsiveness, enabling robust PRR activation, chemokine production, neutrophil-related pathways, and antigen-presentation processes following infection.

**Figure 7:**
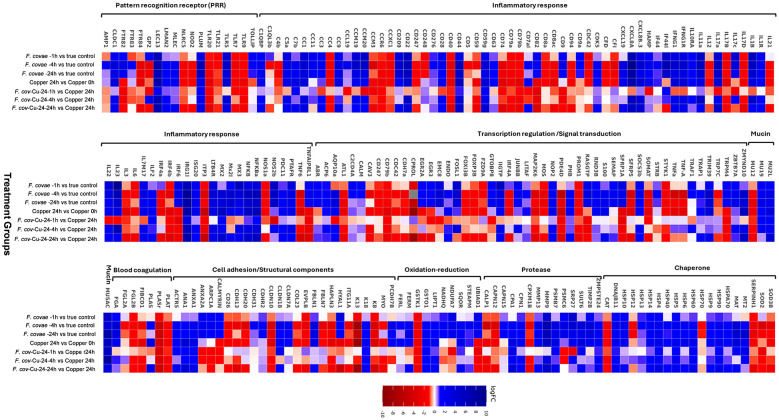
Heatmap showing select immune-related genes in response to *F. covae* with or without copper sulfate treatment. Pairwise comparisons shown include *F. covae* infection compared to control over time and *F. covae* infection after copper sulfate recovery group over time.

### 3.5 qPCR validation

RT-qPCR analysis of five genes (IL-1β, MMP9, APRT, Blec, IRG1) showed expression patterns consistent with RNA-seq results across treatments and timepoints (Supplementary Table 7), confirming the reliability of the RNA-seq data.

## 4 Discussion

Copper sulfate is used to manage disease conditions in freshwater fishes, including skin lesions and parasite control (11, 16, 17, 21, 22, 35). Previous warmwater fish studies have explored the effect of CuSO_4_ on various bacteria (14, 48). Notably, Farmer et al. (7, 14) reported a significantly higher survival rate of channel catfish challenged with *F. columnare* when they were exposed to CuSO_4_ and allowed a 24 h recovery period compared with those that were not allowed to recover. However, the broader impact of CuSO_4_ on the channel catfish immune system function has not been fully explored. This study utilized bulk RNA sequencing to understand global gene expression changes due to Cu stress as well as innate and adaptive immune gene expression differences among channel catfish challenged with *F. covae* at specific CuSO_4_ conditions, which may be beneficial in the improvement of management strategies and the development of therapeutants for use in aquaculture farms.

### 4.1 Differential gene expression over time-course of infection with *F. covae*

Pattern recognition receptors (PRRs) are germline-encoded receptors that recognize pathogens, and toll-like receptors (TLRs) are PRRs that recognize microbial components (49). At 1 h post-challenge, PRRs (GO:0002221) were significantly upregulated. The significant upregulation of TLR5 highlights the recognition of a component of *F. covae*. In channel catfish, two forms of TLR5 have been reported (50) and although these receptors classically detect flagellin in mammals (51), the strong induction of TLR5 here suggests signaling might be activated by non-canonical bacterial pathogen-associated molecular patterns (PAMPs), possibly mediated or amplified through coordination with other PRRs. Additionally, pro-inflammatory cytokines, including interleukin-23 (IL-23) and interleukin-1β (IL-1β) were significantly upregulated suggesting an early activation of inflammatory pathways. In mammals, IL-23 production sustains the differentiation of Th17 cells, which serve as the main cellular source of other pro-inflammatory cytokines, and IL-1β also serves as a primary mediator for early pro-inflammatory activities (52–54). These cytokines are crucial in recruiting other immune cells and initiating pathogen clearance.

At 4 h, the immune response shifted toward neutrophil degranulation (GO:0043312). Neutrophils are critical components of teleost immunity and play several roles in extracellular and intracellular antimicrobial defenses (55). In teleost, the CXC chemokine CXCL8 is responsible for cell migration and bacterial invasion (56). The upregulation of CXCL8a suggests the recruitment and migration of neutrophils, ensuring that they release antimicrobial substances to fight off the pathogen. In addition to neutrophil recruitment, the expression of the pro-inflammatory cytokines IL-23 and IL-17a/f1 were sustained. The upregulation of IL-17a/f1 suggests the involvement of the Th17 immune response, which is critical for promoting inflammation and enhancing the neutrophil response (53). Moreover, the continued upregulation of TLR5 at 4 h reinforces its dominant role in pathogen recognition and immune activation during the early stages of infection.

At 24 h, the pathway that was significantly upregulated was antigen receptor-mediated signaling (GO:0050851). Immune cell markers were significantly upregulated, including CD22 and CD44a, suggesting the involvement of B and T cells, which play crucial roles in the adaptive immune system. These immune cell markers have also been found in the ocular mucosa of rainbow trout at the late stages of *F. columnare* infection (57). In mammals, CD22 is a down regulator of antigen receptor signaling and is central to peripheral B cell homeostasis (58, 59). CD44 is an adhesion molecule crucial for mediating T-cell extravasation, responses, and development (60–62). The upregulation of these two receptor molecules suggests both the regulation of B-cell activation and antibody production and the migration of T-cells to fight *F. covae* infection. CXCL8a was still upregulated as well as TLR5, suggesting that even though the immune response at 24 h is shifting toward adaptive immunity, the innate immune system response is sustained. Inflammatory genes play a vital role in regulating the immune response during infection or injury. These genes encode proteins that help to control inflammation, a process that protects the fish by removing harmful stimuli, such as pathogens or damaged cells, and begins the healing process. C5a (Complement Component 5a Receptor 1) is a G-protein-coupled receptor involved in the activation of the complement system. C5a is a potent inflammatory mediator that recruits immune cells like neutrophils and macrophages to the infection site. It also promotes the release of pro-inflammatory cytokines, intensifying the inflammatory response (63, 64). CXCL9 (C-X-C Motif Chemokine Ligand 9) is a chemokine that recruits T-cells, natural killer (NK) cells, and other immune cells to the site of infection. It is induced by interferon-gamma (IFN-γ) and plays a critical role in immune surveillance and inflammation (65, 66). CXCL8a (C-X-C Motif Chemokine Ligand 8a, also known as IL-8) is a key chemokine involved in the recruitment of neutrophils to infection sites. It also plays a role in promoting angiogenesis during tissue repair and at initial upregulation. It helps in the recruitment of dendritic cells and T-cells to lymphoid tissues, enabling the activation of adaptive immune responses (66, 67). Furthermore, the moderate increase in expression across all time points shows that CCL19 may be contributing to the coordination between the innate and adaptive immune responses during infection (16, 68, 69).

Overall, the temporal gene expression data demonstrate that when channel catfish is exposed to *F. covae*, there is an initial innate immune response with a gradual transition into adaptive immunity. However, the inflammatory mechanisms triggered by the innate immune system continue even through the later stages of infection.

### 4.2 Differential gene expression in catfish exposed to CuSO_4_ and *F. covae* simultaneously

The transcriptional responses of channel catfish gills to simultaneous CuSO_4_ exposure and *F. covae* challenge reveal a markedly different pattern than *F. covae* challenge alone. Rather than mounting moderate or escalating immune activation, the gill exhibited a profoundly suppressed early immune response at both 1 h and 4 h post-challenge, consistent with copper's ability to induce oxidative and proteotoxic stress in fish tissues (16, 17, 19, 70–72). At 1 h, no significant DEGs were detected, indicating that CuSO_4_ exposure effectively blunted the earliest transcriptional responses to infection. By 4 h, this suppression became more apparent. Gene expression was strongly enriched for mitochondrial translation (GO:0070125), protein folding (GO:0006457), unfolded protein binding (GO:0051082), and ATP-synthase-related processes (GO:0016469), reflecting a cellular state dedicated to stabilizing damaged proteins, restoring mitochondrial function, and mitigating copper-induced injury (16, 17, 19, 70–72). During this same window, immune pathways remained notably absent, and structural components including cytoskeletal motor proteins, myosin filaments, and actin-based contractile elements were prominently downregulated, suggesting that epithelial integrity and innate immune competency were both compromised with acute CuSO_4_ exposure (26–29).

By 24 h post-challenge, however, the copper-suppressed transcriptional landscape began to shift. Although extracellular matrix organization and contractile elements remained downregulated, the dominant features of the transcriptome included robust activation of DNA replication, replication-fork extension, homologous recombination repair, ER-Golgi vesicle transport, and cellular antioxidant responses, indicating widespread cellular recovery and metabolic reorganization (16, 17, 19, 71, 72). Several innate immune pathways also became positively enriched at this timepoint, most notably neutrophil degranulation (GO:0043312) and multiple granule-associated effector processes, hallmarks of activated mucosal immunity in teleosts (55–57). These findings indicate that a partial restoration of immune responsiveness emerges only by 4–24 h, once the initial copper-induced stress burden has begun to resolve. Fish in this group enter infection with gills seemingly overwhelmed by copper-induced stress responses and, therefore, lack the capacity to detect and respond effectively to *F. covae* during the early hours of infection, explaining their markedly heightened susceptibility (7, 8, 14, 23, 24). Overall, our gene expression results indicate that when channel catfish are simultaneously exposed to CuSO_4_ and *F. covae*, the copper-induced oxidative and proteotoxic stress suppresses key pattern-recognition receptors, including NOD2 and NLRC5, consistent with previous findings (70, 72).

### 4.3 Differential gene expression in catfish treated with CuSO_4_ and exposed to *F. covae* after a 24 h recovery period

The genes expressed in channel catfish treated with CuSO_4_ and challenged with *F. covae* after a 24 h recovery period were investigated in this group. In gill tissues sampled after 1 h post-infection, there was significant downregulation of key PRRs, including NLRC5, TLR7, NOD2, and TLR21, indicating an attenuated early PRR-mediated response. Unlike in the other treatment group, where TLR5 was consistently upregulated, TLR5 was downregulated but not significantly. Despite this early suppression of PRRs, the pathway associated with cellular response to lipopolysaccharide (GO:0071222) was activated, suggesting that some innate sensing mechanisms were still responsive to bacterial PAMPs. The observed PRR downregulation likely reflects residual copper-induced stress (16, 22, 68), which may transiently limit catfish ability to mount an effective early immune response. However, interferon signaling was strongly induced, as indicated by the upregulation of IFI44L. Additionally, CD209 antigen-like protein E, involved in pathogen recognition and antigen presentation, was upregulated, indicating that innate surveillance was not completely suppressed. The significant induction of irg1l, a gene associated with phagosome activity and apoptosis, further supports the presence of a partially active antimicrobial response despite reduced early PRR signaling (73).

At 4 h post-infection, channel catfish that received a 24 h recovery period after CuSO_4_ exposure mounted a much stronger and more coordinated immune response than was observed at 1 h. TLR5 was highly upregulated, reflecting the recovery of PRR-mediated pathogen sensing of *F. covae*. The neutrophil degranulation pathway (GO:0043312) was significantly enriched, supported by a strong induction of CXCL8a, which promotes neutrophil recruitment during bacterial infection (56). Compared to 1 h, expression of irg1l continued to increase, reflecting activation of antimicrobial metabolic pathways and regulation of inflammation and tissue repair (53, 54, 74). Moreover, the strong upregulation of IL-23 suggests that a coordinated inflammatory response was being maintained, likely through the activation of Th17-asssocated signaling (52), which is consistent with sustained neutrophil activation (53, 54). Adaptive immune markers, including CD44, CD22, and IL-23, were also strongly upregulated, indicating early engagement of lymphocyte-mediated processes (60–62). Together, these results show that after sufficient recovery from copper-induced stress, channel catfish can mount a rapid and coordinated innate and adaptive immune response to *F. covae* by 4 h post-challenge.

At 24 h post-infection, channel catfish that received a 24 h recovery period after CuSO_4_ exposure exhibited the strongest and most comprehensive transcriptional response among the recovery groups. A total of 3,925 DEGs were detected, with 1,553 genes upregulated and 2,372 downregulated, indicating widescale activation of both innate and adaptive immune processes. Antigen processing and presentation (GO:0002478) pathways were significantly enriched, reflecting a transition toward a more complex and targeted immune response. The continued upregulation of CD209 antigen-like protein E, a lectin receptor involved in pathogen recognition and antigen delivery to T-cells (75), highlights activation of antigen-presenting cell functions. Additionally, the induction of complement component C7b, a major effector in clearing bacteria through the Membrane Attack Complex (MAC) (63, 76), together with enrichment of the antimicrobial humoral response (GO:0019730), indicates strong complement-mediated immune activity by 24 h. Pro-inflammatory cytokines such as IL-17a/f1 and the chemokine CXCL8a also remained significantly elevated, suggesting sustained neutrophil recruitment and ongoing resolution of infection-related tissue damage. Taken together, these findings indicate that, by 24 h post-challenge, catfish that recovered from copper treatment mount a fully integrated and robust immune response, engaging antigen presentation, complement activation, lymphocyte-mediated processes, and sustained innate effector pathways to combat *F. covae*.

### 4.4 Broader aquaculture and one health implications

Beyond the direct immunological effects observed in channel catfish, these findings have broader implications for aquaculture resilience and One Health outcomes. Antimicrobial use in aquaculture is increasingly recognized as a contributor to antimicrobial resistance (AMR), with resistant bacteria capable of moving among aquatic environments, farmed animals, and humans (77, 78). Disease-management strategies that reduce antibiotic dependency, such as optimizing CuSO_4_ dosing combined with exposure/recovery timing, may help mitigate selective pressures that drive AMR emergence (79). Environmental considerations are similarly important because copper can accumulate in sediments, impact non-target organisms, and alter microbial communities (80). Refinements to CuSO_4_ application protocols that maintain fish health while minimizing ecological loading support safer aquatic production systems and align with One Health principles linking environmental quality, animal health, and food safety (81, 82).

## 5 Conclusions

This study demonstrates that CuSO_4_ exposure has a time-dependent impact on the immune competence of channel catfish during *F. covae* infection. Acute exposure suppresses early pattern-recognition receptors such as TLR5, NOD2, and NLRC5, delaying immune activation and increasing disease susceptibility. In contrast, a 24 h recovery period restores immune readiness, enabling coordinated innate and adaptive responses and significantly improving survival to *F. covae*. These findings highlight the importance of treatment timing when using copper sulfate in aquaculture systems. Optimizing CuSO_4_ protocols to include adequate recovery periods may help balance pathogen control with preserved immune function. Future work should examine the longer-term physiological impacts of copper exposure and evaluate strategies that mitigate oxidative stress while maintaining disease management efficacy.

## Author's note

All opinions expressed in this paper are the author's and do not necessarily reflect the policies and views of USDA, DOE, or ORAU/ORISE. Mention of trade names or commercial products in this publication is solely for the purpose of providing specific information and does not imply recommendation or endorsement by the United States Department of Agriculture. The USDA is an equal opportunity provider and employer.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE136222.

How the deposited data were processed for this re-analysis (not part of the article)

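Gill RNA was sequenced from 54 channel catfish fingerlings, 6 in each of 9 groups. The groups were untreated controls, uninfected fish sampled immediately (Cu0h) or 24 h (Cu24h) after copper sulfate exposure, and fish challenged with F. covae at these 2 times and sampled 1, 4 and 24 h later. Fish were grouped by the labels deposited with the data, read together with the paper. Recovery is the paper's word for the 24 h before sampling or challenge, which the labels describe as exposure to copper. The paper's fish came from replicate tanks, and the tank of each fish is not given in the sources used here. Fish challenged with F. covae without copper were not analysed here.

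The authors deposited effective counts, an estimated count per transcript rounded by them to a whole number, without normalization and with 1 file per fish. Each file lists 37586 Ensembl transcripts. The paper describes poly(A) libraries, trimming with Trimmomatic, alignment with STAR to the Coco_2.0 genome, counting with HTSeq and tests with edgeR. Its tables list RefSeq accessions, and the program that made the deposited counts per Ensembl transcript is not given in the sources used here. The totals were 352013 to 1190864 per fish (median 776356), and 4254 transcripts had 0 in all fish. Of the transcripts, 0 could be paired with a gene name through the reference table used here, so the genes that the paper names, tests of gene lists and sums per gene were left out. How an estimation program divided reads between similar transcripts affects every value per transcript and could not be checked.

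All computations used R 4.3.3. For each comparison the 12 libraries of its groups were fitted with edgeR 4.0.16. The paper also used edgeR for its own counts, and does not state which libraries entered each fit. Transcripts were filtered with filterByExpr (minimum count 10, minimum total count 15), scaled by TMM and tested with the quasi-likelihood F-test and Benjamini-Hochberg adjustment. A DEG had an FDR below 0.05 and a log_2_ fold change above 1 in size. Standard errors of fold changes were approximated from the fold change and the F statistic, and are rough where a group is near 0. The 7 comparisons of the paper were fitted in this way, as were the comparisons of each copper group with the controls. The difference between the response after recovery and the response without it was tested as an interaction on 24 libraries at each time point. Between 6225 and 8051 transcripts passed the filter in the comparisons of the paper, so most transcripts were not tested with the filter.

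CPM values of single transcripts use TMM scaling over all 54 libraries, and are given as mean and SD over 6 fish. Where a group had 0 counts, 3 counts over the group were taken as the floor, and intervals on pooled counts are 95% exact binomial intervals for counting error only. The number of detected transcripts was compared after random thinning of every library to 352013 counts. In 135 pairs of fish of the same group the smallest chi-square per transcript was 7.23, so no pair differed by as little as sampling noise.

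The rule for transcripts to be named took the largest rises and falls among DEGs whose groups did not overlap and whose normalized count averaged 50 or more. Because the transcripts carry no gene names, 2 that rose and 2 that fell are given. They come from Cu24h-24h against Cu24h, a restriction of the rule that was chosen after the numbers of DEGs were known.

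The edgeR procedure was tested on simulated data with 200 transcripts changed by a log_2_ fold change of 2. In the simulation of Cu0h-1h against Cu0h it called 49% of them (7982 transcripts tested, 5.8% of calls false), in that of Cu0h-4h against Cu0h 58.5% (8114 tested, 3.3% false), in that of Cu24h against Cu0h 34% (7227 tested, 2.9% false) and in that of Cu24h-24h against Cu24h 68% (8438 tested, 4.2% false). The fish simulated for these shares varied independently in each transcript. The shares of false calls therefore leave out differences that move many transcripts of a fish together. Other splits of the real fish gave up to 811 DEGs for Cu0h-1h against Cu0h and 3256 for Cu24h against Cu0h. Sharing of DEGs between comparisons with a common baseline was set against 20 simulations of unchanged groups, in which fish varied independently in each transcript. For every count of DEGs, 100 splits of the same libraries were drawn, the real one included. For the difference between the responses, challenged fish were exchanged only with challenged fish, and uninfected fish only with uninfected fish. The splits treat fish as independent, although fish of a group may have shared a tank. Their shares were not corrected for the number of comparisons.

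The alternatives were DESeq2's size factors, DESeq2 1.42.0's Wald test, no low-count filter, all 9 groups in 1 fit, the replicate number as a block, the older edgeR quasi-likelihood method and leaving out each fish in turn. A further 3 were chosen after seeing the data, namely the number of detected transcripts as a covariate, limma 3.58.1's voom with library weights, and libraries thinned to equal depth.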

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

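The tests of Cu0h-4h replicate 4 and Cu0h-24h replicate 6, of the spread within Cu0h, and of the larger number of DEGs against control in fish challenged at once were chosen only after the results were seen, as were the fits with a covariate, with limma-voom and on thinned libraries.

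At equal depth, Cu0h-4h replicate 4 had 13376 detected transcripts, with the next fish of its group at 16022, and Cu0h-24h replicate 6 had 13633, with the next at 16237. Both fish also correlated least with the rest of their groups, on average by 0.739 (next 0.794) and 0.773 (next 0.8). The gap to the next fish was at least 0.673 of the group's range, above Dixon's critical value for 6 fish. The numbers are from libraries thinned to the same total, and the fish were singled out by them. Both fish had the smallest library of their group, with totals of 672284 and 736773. Outside Cu0h and Cu24h, however, every other library of at most 736773 detected 14745 transcripts or more at equal depth. Low numbers in small libraries were also found in Cu0h replicates 1 to 4 and Cu24h replicates 1 and 3, at 11334 to 13866. The gaps at equal depth and the small libraries elsewhere argue against library size alone for both fish. A few abundant transcripts do not account for the low numbers, since the gap was at least 0.69 of the range with the 100 most abundant transcripts removed. RNA quality and the tank of each fish were not tested, and no biological explanation was tested, because the design names none within a group. Without these fish Cu0h-4h against Cu0h had 74 DEGs in place of 35, and Cu0h-24h against Cu0h had 1149 in place of 875.

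Low mean correlations with the own group were also found for control replicate 2, at 0.816 with the next fish at 0.823, and for Cu0h-1h replicate 1, at 0.716 with the next at 0.773. Their detected transcripts did not lie apart. Neither a technical nor a biological explanation was tested for these 2 fish. In all, 11 of the 68 groups of values examined had a fish this far from the others, where chance gives about 1 in 20.

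Single fish also stood apart in the named transcripts. ENSIPUT00000018132 was at 2.468 CPM in Cu0h replicate 5, from 3 counts, and at 0 in the other Cu0h fish. ENSIPUT00000017624 was at 313.5 CPM in the same fish, with the next at 92.04, and at 7.523 CPM in Cu24h-24h replicate 5, with the next at 0.979. ENSIPUT00000023309 was at 55.17 CPM in Cu0h-1h replicate 2 (next 23.65) and at 41.11 CPM in Cu24h-1h replicate 3 (next 2.8). For Cu0h replicate 5 a swap with a Cu24h fish was considered. It is among the 4 of 12 baseline fish that correlate more with the other baseline. The test of a swap gave a correlation of 0.45, where a swap alone predicts a value near 0. This argues against a swap alone, and one that adds to other differences between fish stays open. For the other fish no explanation was tested.

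The change from an uninfected copper group to its challenged fish is called the response here. It differed between fish with and without recovery in 77 transcripts at 1 h, 12 at 4 h and 28 at 24 h. The difference itself was tested. Of 100 splits of the 24 libraries, the real one included, 1 gave as many DEGs at 1 h, and the largest other number was 13. At 4 h 5 splits did, with up to 93, and at 24 h 3 splits did, with up to 110. The splits exchanged challenged fish of both copper schedules with each other, and likewise the uninfected fish. A difference between schedules that is not a difference in response then adds to the spread. It can lower the numbers in the other splits, so they cannot exclude chance for these differences. These differences use Cu0h and Cu24h as baselines, so what stays open for those fish stays open here. The older edgeR method gave 7, 2 and 0. At 24 h 1153 transcripts had an unadjusted p under 0.05 in the default edgeR fit, and DESeq2's Wald test called 58. Limma-voom with library weights gave 1712, 1091 and 656. Recovery before the challenge is the biological difference in the design and was not separated from the baselines. Time since copper was not separated from the challenge either. Cu0h and the fish challenged at once differ in it, and no unchallenged fish were sampled 1 or 4 h after copper.

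The paper's RNA-seq comparisons do not include the copper groups against the untreated controls. Cu0h had 161 DEGs against control and Cu24h had 16. In challenged fish the numbers were 2333, 2140 and 2740 at 1, 4 and 24 h without recovery, and 388, 738 and 2441 after it. For Cu24h 5 of 100 splits gave as many DEGs, with up to 599, and chance cannot be excluded. For each of the other 7 comparisons only the real split did, and chance can be excluded. The largest numbers in other splits were 69 for Cu0h, 439, 265 and 821 in fish challenged at once and 22, 24 and 22 after recovery. The splits with 69 and 821 were those with the largest difference in detected transcripts. Processing of the control files alone would act on all these comparisons alike. Yet the median size of the log_2_ fold change was 0.408 in Cu24h and 0.426 in Cu24h-1h. In fish challenged at once it was 0.819, 0.773 and 0.881 at 1, 4 and 24 h, over the transcripts of each fit. It was 0.407 in Cu0h, 0.486 in Cu24h-4h and 0.818 in Cu24h-24h. This argues against such processing as the only cause of the larger numbers. A smaller difference from processing cannot be told apart from the treatment. Only 7 transcripts were at 0 in all controls and above 0 in 40 or more of the other 48 fish, but a difference in settings need not set transcripts to 0.

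At 1 h more DEGs against control were called in fish challenged at once than after recovery. Processing of the control files alone would act on both comparisons alike, yet over the 5187 transcripts in both fits the median size of the log_2_ fold change was 0.79 and 0.42, a ratio of 1.88. Library size does not account for it either, since the numbers at equal depth were 1403 and 263, a ratio of 5.33. With the number of detected transcripts as a covariate 3 DEGs were left in Cu0h-1h, but no control exceeded 15487 and no Cu0h-1h fish fell below 16360, so this number and the treatment cannot be told apart. Copper without recovery is the biological difference in the design and stays open, as does a difference in RNA content that goes with it.

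For the same fish fewer DEGs were called against Cu0h than against control, 515 in place of 2333 at 1 h, 35 in place of 2140 at 4 h and 875 in place of 2740 at 24 h. This is in line with the larger spread between the Cu0h fish, whose biological coefficient of variation of 0.752 was 1.4 times that of the controls, 0.538. A part of the response that copper alone had already produced is a biological alternative, and was not separated from the spread.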

How the results depend on the processing

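The tests with the number of detected transcripts as a covariate, with limma-voom with library weights and with libraries thinned to equal depth were chosen after the data were seen. The other alternatives were fixed before the data were examined. In the paper's 7 comparisons, the called changes of the 4 transcripts named kept their direction and their call in every alternative that tested them. With thinned libraries ENSIPUT00000023309 was not tested in Cu24h-4h against Cu24h, where it was called. Other results of single transcripts were not recomputed. ENSIPUT00000017624 was called in the difference between the responses at 24 h, where the older edgeR method called none. Their uncalled values became called 13 times, besides 4 times when a fish was left out, all of them for ENSIPUT00000017624 except 1 for ENSIPUT00000019250 with limma-voom. Cu24h-24h against Cu24h had the most DEGs of the paper's 7 comparisons under each alternative fit of all the fish, those added later included. The order of the other comparisons did not hold throughout. Unless stated otherwise, the cause of a change was not tested.

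Replacing TMM by DESeq2's size factors kept 19 of 20 counts within 1.5 times of the TMM value, and 818 of the 875 DEGs of Cu0h-24h against Cu0h were called under both. The exception was 6 for the difference between the responses at 4 h, in place of 12. This scaling changed the share of upregulated DEGs in Cu0h-4h against Cu0h, where 12 were upregulated and 13 downregulated in place of 22 and 13. In Cu0h-24h against Cu0h it gave 348 upregulated and 570 downregulated in place of 405 and 470. For the difference between the responses it gave 40 and 33 in place of 50 and 27 at 1 h, and 7 and 13 in place of 15 and 13 at 24 h.

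DESeq2's Wald test called more DEGs: 993 for Cu0h-1h against Cu0h, 523 for Cu0h-4h against Cu0h, 60 for Cu24h against Cu0h, 102 for Cu24h-1h against Cu24h, 354 for Cu24h-4h against Cu24h, 281 for Cu0h against control, 45 for Cu24h against control, 126 for the difference between the responses at 1 h, 44 for the difference between the responses at 4 h, 58 for the difference between the responses at 24 h, 243 for the transcripts shared by all 3 time points after immediate challenge and 51 for the transcripts shared by all 3 time points after recovery. The older edgeR quasi-likelihood method called fewer: 245 for Cu0h-1h against Cu0h, 2 for Cu0h-4h against Cu0h, 0 for Cu24h against Cu0h, 26 for Cu24h-1h against Cu24h, 106 for Cu24h-4h against Cu24h, 2 for Cu24h against control, 7 for the difference between the responses at 1 h, 2 for the difference between the responses at 4 h, 0 for the difference between the responses at 24 h, 2 for the transcripts shared by all 3 time points after immediate challenge and 13 for the transcripts shared by all 3 time points after recovery. Where it gave 0 for Cu24h against Cu0h, 672 transcripts had an unadjusted p under 0.05 in the default edgeR fit and DESeq2 called 60. Where it gave 0 for the difference between the responses at 24 h, 1153 transcripts had such a p and DESeq2 called 58.

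Without the low-count filter the counts were 212 for Cu0h-1h against Cu0h, 380 for Cu0h-4h against Cu0h, 1341 for Cu0h-24h against Cu0h, 147 for Cu24h against Cu0h, 400 for Cu24h-1h against Cu24h, 823 for Cu24h-4h against Cu24h, 2748 for Cu24h-24h against Cu24h, 432 for Cu0h against control, 281 for Cu24h against control, 3352 for Cu0h-4h against control, 4651 for Cu0h-24h against control, 696 for Cu24h-1h against control, 1270 for Cu24h-4h against control, 4433 for Cu24h-24h against control, 133 for the difference between the responses at 1 h, 103 for the difference between the responses at 4 h, 90 for the difference between the responses at 24 h, 77 for the transcripts shared by all 3 time points after immediate challenge and 140 for the transcripts shared by all 3 time points after recovery. Only the count of Cu0h-1h against control stayed within 1.5 times of its filtered value. In Cu0h-1h against Cu0h, 114 of the 515 DEGs were called without the filter.

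Fitting all 9 groups together, which shares 1 estimate of the spread, gave 1380 for Cu0h-1h against Cu0h, 785 for Cu0h-4h against Cu0h, 1758 for Cu0h-24h against Cu0h, 439 for Cu24h against Cu0h, 280 for Cu24h-1h against Cu24h, 725 for Cu24h-4h against Cu24h, 2683 for Cu24h-24h against Cu24h, 373 for Cu0h against control, 151 for Cu24h against control, 253 for Cu24h-1h against control, 629 for the difference between the responses at 1 h, 303 for the difference between the responses at 4 h, 133 for the difference between the responses at 24 h, 340 for the transcripts shared by all 3 time points after immediate challenge and 131 for the transcripts shared by all 3 time points after recovery. For Cu0h-1h against Cu0h, 487 of the 515 DEGs were among the 1380.

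With the replicate number as a block, the counts were 184 for Cu0h-1h against Cu0h, 5 for Cu0h-4h against Cu0h, 384 for Cu0h-24h against Cu0h, 31 for Cu24h against Cu0h, 79 for Cu24h-4h against Cu24h, 58 for Cu0h against control, 6 for Cu24h against control, 7 for the difference between the responses at 24 h, 0 for the transcripts shared by all 3 time points after immediate challenge and 13 for the transcripts shared by all 3 time points after recovery. The other 10 counts stayed within 1.5 times. No source used here says that a number marks a tank or batch shared between groups. Deviations of same-numbered fish from their group means correlated on average by -0.042 to 0.122 over the 7 comparisons, with at most 4 of 6 pairs above 0.1 in a comparison, the latter in Cu24h against Cu0h. The numbers were therefore not taken to pair the fish.

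With the number of detected transcripts at equal depth as a covariate, the counts were 92 for Cu0h-1h against Cu0h, 114 for Cu0h-4h against Cu0h, 100 for Cu24h against Cu0h, 353 for Cu24h-1h against Cu24h, 664 for Cu24h-4h against Cu24h, 401 for Cu0h against control, 25 for Cu24h against control, 3 for Cu0h-1h against control, 36 for Cu24h-1h against control, 13 for Cu24h-4h against control, 702 for Cu24h-24h against control, 49 for the difference between the responses at 4 h, 172 for the difference between the responses at 24 h and 141 for the transcripts shared by all 3 time points after recovery. All 40 DEGs of Cu24h-1h against Cu24h and all 190 of Cu24h-4h against Cu24h were among those called with the covariate. In Cu0h-1h against control the covariate separates the groups completely, at most 15487 in a control and at least 16360 in a Cu0h-1h fish. It does so too for Cu24h-4h, with at least 15739, and Cu24h-24h, with at least 16038. The 3, 13 and 702 DEGs of these comparisons therefore say nothing about the group difference. With limma-voom and library weights the counts were 1253 for Cu0h-1h against Cu0h, 655 for Cu0h-4h against Cu0h, 1519 for Cu0h-24h against Cu0h, 807 for Cu24h against Cu0h, 578 for Cu24h-1h against Cu24h, 760 for Cu24h-4h against Cu24h, 260 for Cu0h against control, 1184 for Cu24h against control, 1712 for the difference between the responses at 1 h, 1091 for the difference between the responses at 4 h, 656 for the difference between the responses at 24 h, 364 for the transcripts shared by all 3 time points after immediate challenge and 218 for the transcripts shared by all 3 time points after recovery. With every library thinned to 352013 counts they were 122 for Cu0h-4h against Cu0h, 7 for Cu24h against Cu0h, 908 for Cu24h-24h against Cu24h, 10 for Cu24h against control, 1403 for Cu0h-1h against control, 1285 for Cu0h-4h against control, 1641 for Cu0h-24h against control, 468 for Cu24h-4h against control, 1461 for Cu24h-24h against control, 48 for the difference between the responses at 1 h, 2 for the difference between the responses at 4 h, 10 for the difference between the responses at 24 h and 59 for the transcripts shared by all 3 time points after immediate challenge. Fewer counts per library lower the number of transcripts that can be tested, yet Cu0h-4h against Cu0h rose from 35 to 122, with 23 called in both.

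Leaving out each fish in turn gave 2 to 1206 for Cu0h-1h against Cu0h, 2 to 504 for Cu0h-4h against Cu0h, 437 to 1423 for Cu0h-24h against Cu0h, 0 to 43 for Cu24h against Cu0h, 23 to 144 for Cu24h-1h against Cu24h, 116 to 408 for Cu24h-4h against Cu24h and 1332 to 1803 for Cu24h-24h against Cu24h. Cu24h-24h against Cu24h was the only comparison of the 7 in which no single fish moved the count by more than 1.5 times. In Cu0h-1h against Cu0h 10 of the 12 fish did. The number was 90, 67, 44, 11, 1115 and 1206 without Cu0h replicate 1 to 6, and 4, 2, 3 and 2 without Cu0h-1h replicate 2, 4, 5 or 6. In Cu0h-4h against Cu0h all 12 fish did, with 3, 5, 12, 7, 347 and 504 DEGs without Cu0h replicate 1 to 6 and 12, 7, 18, 74, 2 and 3 without Cu0h-4h replicate 1 to 6. In Cu0h-24h against Cu0h the number was 523, 489 and 1423 without Cu0h replicate 2, 4 or 6 and 437, 483, 552 and 519 without Cu0h-24h replicate 2, 3, 4 or 5. In Cu24h against Cu0h it was 0, 0, 3, 4 and 43 without Cu0h replicate 1 to 5 and 4, 25, 4, 3 and 2 without Cu24h replicate 2 to 6. In Cu24h-1h against Cu24h it was 81 and 144 without Cu24h replicate 1 or 3 and 23 without Cu24h-1h replicate 3. In Cu24h-4h against Cu24h it was 309 and 408 without Cu24h replicate 1 or 3 and 116 and 122 without Cu24h-4h replicate 3 or 4. Every omission that raised a count by more than 1.5 times was of Cu0h replicate 5 or 6 or of Cu24h replicate 1 or 3, except that of Cu0h-4h replicate 4. These 4 baseline fish differ from the other 4 of their group in detected transcripts.

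Summing transcripts per gene, the tests of gene lists and the values of the genes that the paper names were not run, as no transcript was paired with a gene. At 352013 to 1190864 effective counts per fish, 6225 to 8051 of 37586 transcripts passed the filter in the paper's comparisons. The others were not tested there. ENSIPUT00000018132, found in every Cu0h-1h fish except replicate 1, was among those removed in Cu0h-1h against Cu0h.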

Differences from the paper's values

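The covariate, limma-voom and equal-depth fits were chosen after seeing the data, and the other alternatives were set before the data were examined. The paper's DEGs are named by RefSeq accessions that could not be matched to these transcripts, so how many of the paper's own DEGs a setting drops could not be counted.

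For Cu0h-1h against Cu0h the paper reports 0 DEGs, 0 upregulated and 0 downregulated. Here 515 were called, 137 upregulated and 378 downregulated, with 2207 transcripts at an unadjusted p under 0.05 in edgeR and 993 DEGs by DESeq2's Wald test. No alternative gave 0, and the lowest numbers were 2 without Cu0h-1h replicate 4 or 6. The paper's 0 DEGs shared by all 3 time points after immediate challenge compare with 21 here. The replicate block gave 0, and no other alternative run for this number did. Leaving out a fish was not run for it.

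For Cu24h against Cu0h the paper reports 709 DEGs, 136 upregulated and 573 downregulated, and 14 were called here, 8 upregulated and 6 downregulated. Of the alternatives set before the data were examined, only the fit of all 9 groups came within 1.5 times of the paper's upregulated DEGs, with 159, and none did for the total or the downregulated DEGs. Limma-voom with library weights, chosen after seeing the values, gave 807 in total and 482 downregulated.

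For Cu24h-1h against Cu24h the paper reports 131 DEGs, 42 upregulated and 89 downregulated, and 40 were called here, 19 and 21. DESeq2's Wald test gave 102, 38 and 64, and the fit without Cu24h replicate 3 gave 144, 60 and 84, all within 1.5 times of the paper's values. Without Cu24h replicate 1 the 35 upregulated DEGs also were. The other alternatives set before the data were examined were not. The covariate fit, chosen after seeing the values, gave 130 downregulated DEGs.

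For Cu24h-4h against Cu24h the paper reports 717 DEGs, 354 upregulated and 363 downregulated, and 190 were called here, 85 and 105. Without the low-count filter there were 823, 389 and 434, and with all 9 groups in 1 fit 725, 380 and 345, within 1.5 times of the paper's values. The other alternatives set before the data were examined were not. Chosen after seeing the values, the covariate fit gave 664, 420 and 244 and limma-voom 760, 410 and 350.

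For Cu24h-24h against Cu24h the paper reports 3925 DEGs, 1553 upregulated and 2372 downregulated, and 1598 were called here, 791 and 807. Without the low-count filter the total was 2748 with 1392 upregulated, and with all 9 groups in 1 fit it was 2683 with 1350 upregulated, within 1.5 times of the paper's values. The other alternatives set before the data were examined were not, and none came within 1.5 times of the paper's downregulated DEGs. The covariate fit, chosen after seeing the values, gave 1218 upregulated. The paper reports 53 DEGs shared by all 3 time points after recovery, and 23 were shared here. DESeq2's Wald test gave 51, and no other alternative run for this number came within 1.5 times. Leaving out a fish was not run for it.

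The remaining 6 of 23 values, those of Cu0h-4h and Cu0h-24h against Cu0h, lay within 1.5 times of the paper's. At 4 h the paper reports 45 DEGs, 32 upregulated, and 35 were called here, 22 upregulated. No alternative kept that total within 1.5 times of the paper's. DESeq2's size factors gave 25 with 12 upregulated, and leaving out a fish gave 2 to 504. At 24 h the paper reports 918, and 875 were called here. DESeq2's size factors gave 918, DESeq2's Wald test 1157, no low-count filter 1341 and the older edgeR method 650, within 1.5 times, whereas all 9 groups in 1 fit gave 1758, the replicate block 384 and leaving out a fish 437 to 1423.

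The paper ranks the 1 h comparison after immediate challenge lowest of all, whereas here Cu24h against Cu0h was lowest with 14. The 1 h comparison was lowest with 4, 2, 3 and 2 DEGs without Cu0h-1h replicate 2, 4, 5 or 6, and with 92 in the covariate fit, chosen after seeing the values. The paper describes a rise in DEGs from 1 h over 4 h to 24 h after immediate challenge, and here the number was lowest at 4 h, with 35. The paper's order was found without the low-count filter, with 212, 380 and 1341, and without any 1 of the same 4 Cu0h-1h fish. The covariate fit, chosen after seeing the values, also gave it, with 92, 114 and 664. It also gives more DEGs for Cu24h against Cu0h than for Cu24h-1h against Cu24h, and the order was the opposite here, with 14 and 40. With all 9 groups in 1 fit it was the paper's, with 439 and 280, as it was without Cu0h replicate 5, with 43 and 40, and with limma-voom, chosen after seeing the values, with 807 and 578. After recovery the rise over the 3 time points was found here too, with 40, 190 and 1598.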

Other observations

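The tests of library size on detected transcripts in Cu0h and Cu24h and the fits with a covariate and on thinned libraries were chosen only after the results were seen.

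The fish of both uninfected copper groups fell apart in the number of transcripts detected at equal depth. In Cu0h replicates 5 and 6 had 17998 and 17940, and the other 4 fish 12556 to 13866. In Cu24h replicates 1 and 3 had 11334 and 12927, and the other 4 fish 17380 to 18826. At equal depth the highest number was 1.43 times the lowest in Cu0h and 1.66 times in Cu24h, against 1.06 times in the controls. The split was seen in these numbers, which are from libraries thinned to the same total. The fish with more transcripts also had the larger libraries. Totals were 995882 and 1078334 against at most 553390 in Cu0h, and at least 977060 against 496343 and 663680 in Cu24h. In the other groups, however, every library of at most 663680 detected 14745 transcripts or more at equal depth. The lower fish of Cu0h and Cu24h detected at most 13866. These values argue against library size alone as the cause of the split, though the other groups were treated differently. A few abundant transcripts do not account for the split, since with the 100 most abundant removed the ratios were 1.35 and 1.52. A swap of fish between the groups may be a candidate explanation. Cu0h replicates 5 and 6 and Cu24h replicates 1 and 3, which is 4 of the 12 fish, correlated more with the other group than with their own. The way transcripts moved with the number detected was alike in both groups, with a correlation of slopes across 2087 transcripts of 0.74. With the fish challenged after recovery the slopes of Cu0h correlated by 0.49, 0.44 and 0.45 at 1, 4 and 24 h, with a median of 0.45, and those of Cu24h by 0.53, 0.48 and 0.58. With the fish challenged at once they correlated by 0.16, 0.1 and 0.38 for Cu0h and by 0.38, 0.1 and 0.39 for Cu24h, and with the controls by 0.18 and 0.16. A swap alone predicts values near 0 with all challenged groups. The values of 0.44 to 0.58 with the fish challenged after recovery argue against a swap alone. With the fish challenged at once some values were near 0, at 0.1 and 0.16, and others were not, at 0.38 and 0.39. A swap that adds to other differences between the fish of a group stays open. RNA quality was not tested. ENSIPUT00000019250 was at 89.9 and 157 CPM in Cu24h replicates 1 and 3, and at 0, 0, 0 and 13.5 CPM in Cu0h replicates 1 to 4, which these 2 fish would belong with after a swap. It was at 281 and 161 CPM in Cu0h replicates 5 and 6. All labels were used as deposited. The time after copper is the biological difference between the groups, and it does not separate fish within a group.

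The paper reports few DEGs at 1 h and 4 h after immediate challenge, and 515 and 35 were called here. The spread between fish was nearly the same as in the comparisons after recovery, with a ratio of the biological coefficients of variation of at most 1.05. With the uninfected baselines included, the median total of the libraries in the comparisons after recovery was 0.81 times that in the comparisons after immediate challenge. The Cu0h libraries themselves were smaller than those of Cu24h, however, with a median of 544651 against 1007882. With every library thinned to equal depth, 397 and 122 DEGs were called at 1 h and 4 h after immediate challenge, against 36 and 164 after recovery. At 4 h library size therefore cannot be told apart from other explanations, because the baselines differ in it. That the transcripts responding after recovery had already changed in Cu0h was tested over the DEGs of Cu24h-4h against Cu24h, of which 153 of 190 could be tested. Their median log_2_ fold change in the direction of that response was 2.02 in Cu24h-4h and 0.29 in Cu0h against control, and 98 had the same sign in both, so an earlier change of that size was not seen. Whether immune genes were already high in Cu0h could not be tested, because the transcripts have no gene names.

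Chance was weighed with 100 of 462 possible splits of the 12 fish in each comparison, the real one included. In Cu0h-1h against Cu0h 3 splits gave as many DEGs as the real one, with up to 811, in Cu0h-4h 3 splits, with up to 47, and in Cu0h-24h 2 splits, with up to 1063. These shares argue against chance only weakly, as they were not corrected for the number of comparisons. In Cu24h against Cu0h 5 splits gave as many, with up to 3256, and chance cannot be excluded. In Cu24h-1h, Cu24h-4h and Cu24h-24h against Cu24h only the real split did, with other splits reaching 30, 36 and 30, and chance can be excluded. The split with 3256 DEGs parted the fish by detected transcripts, with a difference of 5222 between the group means against 1330 in the real one. The splits with 811 and 1063 also had among the largest such differences, 3236 and 3129, against 2244 and 1693. The split with 3256 put Cu0h replicates 5 and 6 with the higher Cu24h fish, and Cu24h replicates 1 and 3 with the lower Cu0h fish. That is also the grouping that undoing a swap of these fish would give. Its number of DEGs cannot decide on a swap, because any cause that parts the fish by detected transcripts could give many DEGs. With the number of detected transcripts as a covariate the real comparisons gave 92 DEGs for Cu0h-1h, 114 for Cu0h-4h, 664 for Cu0h-24h and 100 for Cu24h against Cu0h.

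The fold changes with and without recovery correlated more at the later times. Across the transcripts tested in both, which are not independent replicates, the log_2_ fold changes had a Pearson correlation of 0.08 at 1 h, 0.28 at 4 h and 0.67 at 24 h, and Spearman correlations of 0.06, 0.25 and 0.65. These comparisons share no fish. A low correlation also follows where 1 of the responses is small, and this was not separated from unlike responses. Time since copper, which also differs between Cu0h and its challenged fish, was not separated either. The test of the difference itself gave 77, 12 and 28 DEGs. Called in both were 10, 6 and 474 transcripts, of which 5, 5 and 473 had the same direction.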
